# LMO2 is required for TAL1 DNA binding activity and initiation of definitive haematopoiesis at the haemangioblast stage

**DOI:** 10.1093/nar/gkx573

**Published:** 2017-06-30

**Authors:** Vesna S. Stanulović, Pierre Cauchy, Salam A. Assi, Maarten Hoogenkamp

## Abstract

LMO2 is a bridging factor within a DNA binding complex and is required for definitive haematopoiesis to occur. The developmental stage of the block in haematopoietic specification is not known. We show that *Lmo2^−/−^* mouse embryonic stem cells differentiated to Flk-1^+^ haemangioblasts, but less efficiently to haemogenic endothelium, which only produced primitive haematopoietic progenitors. Genome-wide approaches indicated that LMO2 is required at the haemangioblast stage to position the TAL1/LMO2/LDB1 complex to regulatory elements that are important for the establishment of the haematopoietic developmental program. In the absence of LMO2, the target site recognition of TAL1 is impaired. The lack of LMO2 resulted in altered gene expression levels already at the haemangioblast stage, with transcription factor genes accounting for ∼15% of affected genes. Comparison of *Lmo2^−/−^* with *Tal1^−/−^* Flk-1^+^ cells further showed that TAL1 was required to initiate or sustain *Lmo2* expression.

## INTRODUCTION

LIM only 2 (LMO2) was originally identified through its homology to LMO1 and was shown to cause T-cell acute lymphoblastic leukaemia, as a consequence of chromosomal translocations involving *LMO2* and the T-cell receptor genes (1). The protein consists of two LIM domains, which mediate protein-protein interactions. The first LMO2 protein complex was characterised in the erythroid lineage and besides LMO2 contains the transcription factors TAL1, E2A, LDB1 and GATA1. LMO2 links the DNA binding TAL1-E2A dimer with GATA1, as well as with LDB1 (2). LDB1 self-associates to form trimeric structures (3), thereby nucleating multiple LMO2 complexes and facilitating long range chromatin interactions (4,5). Further research in erythroid cells identified more components of this complex and their dynamic changes during differentiation (6). In addition, other variants of the DNA binding factors within the LMO2-containing protein complexes have been reported, where GATA1 is replaced by GATA-2 (7,8), GATA3 (9) or a second TAL1-E2A dimer (10), as well as interactions with a number of other transcription factors (7,11).

Blood development in the mammalian embryo occurs in three temporally overlapping waves. In the mouse embryo, the first blood cells appear in the extraembryonic yolk sac around embryonic day (ED) 7.5, consisting of primary erythroblasts, macrophages and megakaryocytes (12,13). A day later a second wave starts, also at the yolk sac blood islands, which produces definitive erythro-myeloid progenitors and progenitors with lymphoid potential (14,15). The yolk sac derived progenitors transiently populate the foetal liver and circulation, prior to the establishment of the ‘adult’ haematopoiesis (14). The final wave starts at ED10.5 and is characterised by the emergence of the haematopoietic stem cells (HSCs), which are at the base of the multilineage haematopoietic hierarchy found in adults. Whereas the first two waves originate from the yolk sac, the HSCs originate from the aorta-gonad-mesonephros region of the developing embryo (16,17). These stem and progenitor cells migrate to the developing liver, where expansion occurs prior to relocating to their final place in the bone marrow (18).

During development, emerging blood progenitors are the product of a cellular differentiation process, which starts by the specification of haemangioblasts (HBs). HBs are mesoderm-derived progenitors that have the potential to give rise to vascular smooth muscle cells, endothelial cells of the early vasculature and, via a transient stage of haemogenic endothelium (HE), to haematopoietic stem and progenitor cells (19–22). HE undergoes a process termed endothelial-to-haematopoietic transition, generating primitive or definitive haematopoietic progenitors (23,24). LMO2 is crucial for both primitive and definitive haematopoiesis (25). Homozygous deletion of *Lmo2* leads to embryonic lethality around ED10.5, due to a complete lack of yolk sac erythropoiesis (26). However, macrophages were observed at this stage, indicating that haematopoietic progenitors were produced, albeit with a block in erythroid differentiation. Through the analysis of chimeric mice, it was shown that *Lmo2*^−/−^ cells did not contribute to definitive haematopoiesis (25). In addition, these cells did not contribute to the endothelial component of larger blood vessels, such as the dorsal aorta (27). Chimeras with a high proportion of *Lmo2*^−/−^ cells displayed disrupted vascular organisation. The absence of Lmo2^−/−^ cells from the dorsal aorta at the time of the emergence of the HSCs suggests that they do not participate in the formation of HE at this site. However, to date the precise nature of this block and the target genes depending on LMO2 are not known.

The function of the LMO2 binding partners LDB1, TAL1, GATA1/2 has been studied in knock out mouse models. *Ldb1^−/−^* embryos die between ED8.5 and ED9.5, *Tal1^−/−^* embryos at day 9.5, *Gata2^−/−^* embryos die at ED10.5, whereas *Gata1^−/−^* embryos die at ED11.5. The time of lethality is paralleled with the time of the block in differentiation. *Ldb1^−/−^* mice have blocked vasculogenesis and the number of Flk-1^+^ HBs is reduced to half of the level found in WT (28,29). *Tal1^−/−^* embryos have developed vasculature but lack primitive blood islands in the yolk sack (30). *Gata1^−/−^* have developed blood islands that give rise to primitive macrophages and erythroblasts that are unable to further mature to erythrocytes (31). *Gata2^−/−^* embryos only have a mild reduction in the number of primitive haematopoietic progenitors and primitive erythrocytes, but fail to develop definitive haematopoiesis (32). Experiments with chimeric mice showed that TAL1, LMO2 and GATA2 are instrumental for definitive haematopoiesis and the formation of all the blood lineages (27,32,33). This is in line with the finding that *in vitro* differentiated *Tal1^−/−^* ES cells give rise to Flk-1^+^ HBs (20), but fail to generate HE and that GATA2 is required for the specification of the HE in the dorsal aorta (34).

In this study, we investigate the role of LMO2 during early haematopoietic development, using an established *in vitro* differentiation system. In this system, mouse embryonic stem (ES) cells are differentiated towards the haematopoietic fate through defined developmental stages (17,20). We show that *Lmo2^−/−^* ES cells can give rise to Flk-1^+^ HBs, but have a reduced ability to generate the HE, which further fails to give rise to definitive haematopoietic progenitors, but inefficiently produces primitive haematopoietic progenitors. Combining genome wide expression, ChIP and chromatin accessibility assays, we show that in Flk-1^+^ cells the LMO2 complex regulates many genes encoding transcription factors and genes important for embryonic development and differentiation. Changes in gene expression are already observed at this stage, although upregulation of target genes becomes particularly clear at the following HE1 stage. Using Tal1^−/−^ cells we discriminate between the effects of loss of TAL1 versus LMO2 and identify TAL1 as the initiator of the gene expression program. However, in *Lmo2^−/−^* cells many TAL1 peaks are found at novel positions, with TAL1 binding only retained at the highest affinity sites found in WT, but at a lower level. This indicates that LMO2 complex formation is required for correct target site recognition by TAL1 and for execution of the haematopoietic program.

## MATERIALS AND METHODS

### Cell culture

The CCB, *Lmo2^−/−^* and *Tal1^−/−^* ES cell lines and their culture conditions have been described before (26,35,36). ES cells were maintained on a layer of primary mouse embryonic fibroblasts (MEFs) in KnockOut DMEM (Life Technologies), supplemented with 15% EScult FBS (Stemcell technologies), 100 U/ml penicillin, 100 μg/ml streptomycin, 25 mM Hepes buffer, 1× Glutamax (Life Technologies), 1× non-essential amino acids (Sigma), 0.15 mM monothioglycerol (MTG), 10^3^ U/ml ESGRO (Millipore). Cells were passaged every other day and tested for mycoplasma contamination. Prior to the start of differentiation ES cells were passaged in the absence of MEFs on gelatin-coated dishes and after 24 h the medium was replaced with IMDM containing the same additives as for ES cell maintenance. After 48 h differentiation cultures were started by diluting single cell suspensions to 3.5 × 10^4^ cells/ml in *in vitro* differentiation (IVD) medium, consisting of IMDM, supplemented with 15% heat-inactivated FBS (Gibco 10500), 100 U/ml penicillin, 100 μg/ml streptomycin, 0.15 mM MTG, 50 μg/ml ascorbic acid, 180 μg/ml human transferrin (Roche). Cell fractionation has been described before (37,38). Briefly, embryoid bodies were dissociated with trypsin and Flk-1^+^ cells were isolated by magnetic cell sorting (MACS) using biotinylated Flk-1 antibody (eBioscience 13-5821), antibiotin microbeads (Miltenyi Biotec 130-090-485) and MACS LS columns (Miltenyi Biotec 130-042-401) according to manufacturer's instructions. For further differentiation of Flk-1^+^ cells into haemogenic endothelium and haematopoietic progenitors, cells were cultured in gelatin-coated culture flasks in IMDM, supplemented with 10% heat inactivated FBS (Gibco 10500), 20% D4T conditioned medium (24), 100 units/ml penicillin, 100 μg/ml streptomycin, 0.45 mM MTG, 25 μg/ml ascorbic acid, 180 μg/ml human transferrin (Roche), 5 ng/ml VEGF (PeproTech 450-32), 10 ng/ml IL-6 (PeproTech 216-16). Cell populations were analysed using Kit-APC, Tie2-PE, CD41-PECy7 and CD45-APC antibodies (eBioscience 17-1171, 12-5987, 25-0411, 17-0451) by FACS (BD FACSAria Fusion) and flow cytometry (Beckman Coulter CyAn ADP).

### Expression analysis

RNA was isolated using an RNeasy Mini Kit (QIAGEN) according to the manufacturer's protocol, after which concentration and quality were determined on a NanoDrop 2000 UV-Vis Spectrophotometer (Thermo Scientific). For cDNA synthesis, typically 2 μg RNA was reverse transcribed using Oligo(dT)_12–18_ primer and SuperScript II Reverse Transcriptase (Life Technologies), after which gene expression was measured by quantitative PCR (qPCR), using SYBR green (Thermo Fisher 4309155) on an ABI 7500 Real-Time PCR System with primers listed in Supplementary Table S1. Quantitation was carried out using a standard curve generated by a five-point 4-fold serial dilution of cDNA. RNAseq libraries were prepared using the TruSeq Stranded mRNA Sample Preparation Kit (Illumina), using 1 μg total RNA per sample. Three independent libraries were prepared of Flk-1^+^ and two of HE1. Libraries were run on an Illumina HiSeq 2500 sequencer. At least 30 million 100nt paired-end reads were acquired per library.

### Western blotting

Crude nuclear extracts were prepared as described before (39) and separated on 4–12% gels (Novex, Life Technologies). Proteins were transferred to nitrocellulose membranes, blocked and incubated overnight with primary antibody, followed by 1 h incubation with the appropriate secondary antibody. Primary antibodies raised against TAL1 (Santa Cruz sc-12984X), Ldb1 (Abcam ab96799), LMO2 (R&D systems AF2726), β-actin (Sigma A1978) were used at a final concentration of 1 μg/ml and secondary antibodies were IRDye 680RD or 800RD (Li-Cor), which were used at a 1:2000 dilution. Fluorescence was detected with an Odyssey CLx Imager (Li-Cor). Quantitation of bands was performed by densitometry, using the Odyssey v3.0 software.

### DHS mapping

Genome wide DNaseI hypersensitivity (DHS) mapping was performed as described before (39,40). DNA from *in vivo* DNase1-treated cells was isolated and approximately 10 μg was size fractionated on an agarose gel. DNA fragments in the range of 100–600 bp were isolated using QIAGEN gel purification columns and library preparation was performed according to the Illumina library preparation protocol. Sequencing was performed on an Illumina Genome Analyser.

### Chromatin immunoprecipitation

Chromatin Immunoprecipitation (ChIP) assays were performed as described (38). Isolated Flk-1^+^ cells were crosslinked with 1% formaldehyde for twelve minutes at room temperature. Nuclei were isolated and the chromatin was sonicated for 10 cycles of 30 s on 30 s off at 4°C, using a Q800R sonicator (Active Motif). Immunoprecipitation was carried out using protein G magnetic beads (Dynal) with the antibodies as described for western blotting (1.5 μg antibody/10μl of beads). After elution, crosslinks were reversed overnight at 65°C, after which the DNA was isolated using Ampure PCR purification beads and analysed by qPCR (for primers see Supplementary Table S1) or libraries were prepared using the Illumina protocol with indexed primers. Libraries were run on an Illumina HiSeq 2500 in rapid run mode.

### Genome wide data analysis

Global analysis of the genome wide data was performed on usegalaxy.org (41–43) and on the University of Birmingham High Performance Computing cluster.

Acquired RNAseq reads were mapped to the mouse genome (GRCm38/mm10) using TopHat 2.0.9 (44). Transcripts were assembled using Cufflinks 2.0.0 based on the reference genome with quartile normalisation and effective length correction. A combined gtf file was produced using Cuffmerge 2.1.1 and used for determination of the differential gene expression using Cuffdiff 2.0.1. Principle component analysis and hierarchical clustering were performed on all RNAseq samples to assess inter-sample variation (Supplementary Figure S3C and S3D). Gene differential expression and FPKM gene expression files were used to select the gene IDs that were significantly differentially expressed, with *P* < 0.05, longer than 200 bp and FPKM >10 in at least one of the samples. Heat maps, Hierarchical Clustering were computed by MultiExperiment Viewer v4.9.0 based on Pearson correlation with complete linkage. The number of clusters was determined by Self Organizing Tree Analyses. Gene ontology enrichment was performed using DAVID 6.7 (45) and GREAT (46). GO terms for biological processes with *P*-value <0.05 were considered significant, categories with redundant terms were filtered out, and the first 10 were presented.

For DHS and ChIPseq analysis, reads were mapped to the mouse genome mm10 (GRCm38) using Bowtie 1.1.2. Duplicates were removed using Picard MarkDuplicates 1.56.0 and peaks were called using MACS 1.0.1 (47) with tag size 28 and band width 200. For LMO2 WT and KO DHS unions, LMO2 WT and KO DHS summits were concatenated (48). DHS tag counts (±1000 bp) around the summits were retrieved using Homer (49). Tag counts (±100 bp) of each summit were added up, log_2_ transformed and sorted by increasing log_2_ LMO2 KO/WT fold change. For the LMO2 ChIP and corresponding heatmaps, WT LMO2 ChIP summits were sorted by descending tag counts and tag counts (±1000 bp) around summits were recovered. Heatmaps were generated with Java TreeView (50).

Genome wide data reported in this study are available from the NCBI Gene Expression Omnibus portal (GEO: GSE99938).

## RESULTS

### *Lmo2^−/−^* cells are progressively compromised in their haematopoietic potential

*Lmo2^−/−^* cells do not contribute to the definitive haematopoietic system (25,27). In order to determine at which stages the developmental block occurs, we employed an established *in vitro* ES cell differentiation system (Figure 1A) (20), using WT and *Lmo2^−/−^* ES cell lines (26). ES cells start differentiation by generating embryoid bodies (EBs). From these, haemangioblasts were enriched by isolating Flk-1^+^ (VEGFR2) cells, which were subsequently either used for analysis, or further cultured in blast medium for the formation of haemogenic endothelium 1 (HE1; Tie2^+^, Kit^+^, CD41^−^), and via haemogenic endothelium 2 (HE2; Tie2^+^, Kit^+^, CD41^+^) to haematopoietic progenitors (Tie2^−^, Kit^+/−^, CD41^+^). Expression of *Lmo2* was first detected in the early Flk-1^+^ cells, isolated at day 3.0 and was increased in Flk-1^+^ cells isolated at day 3.75. This level was maintained in HE1 and haematopoietic progenitor cells (Figure 1B). Differentiation of WT and *Lmo2^−/−^* ES cells into day 3.75 EBs showed that *Lmo2^−/−^* cells had equal capacity to generate Flk-1^+^ cells (Figure 1C and E). Further differentiation of haemangioblasts in blast medium, resulted in the generation of Tie2^+^, Kit^+^ HE. However, cultures of *Lmo2^−/−^* cells typically contained only 40% of the HE cells observed in the WT and the number of haematopoietic progenitors was further reduced to approximately 20% of WT (Figure 1D and E). Staining of haematopoietic progenitors for CD41 and CD45 at day 3 of the blast culture showed an almost complete absence of CD45^+^*Lmo2^−/−^* progenitors, indicating that these progenitors are a product of primitive haematopoiesis (Figure 1F). The expression profile of key transcription factors genes showed the WT CD41^+^, CD45^−^ progenitors expressed higher levels of *Tal1, Gata1, Gata2, Runx1, Gfi1, Gfi1b*, and *Nfe2*, whereas CD41^+^, CD45^+^ cells exhibited higher levels of *Spi1* and *Cebpb* (Supplementary Figure S1).

**Figure 1.**
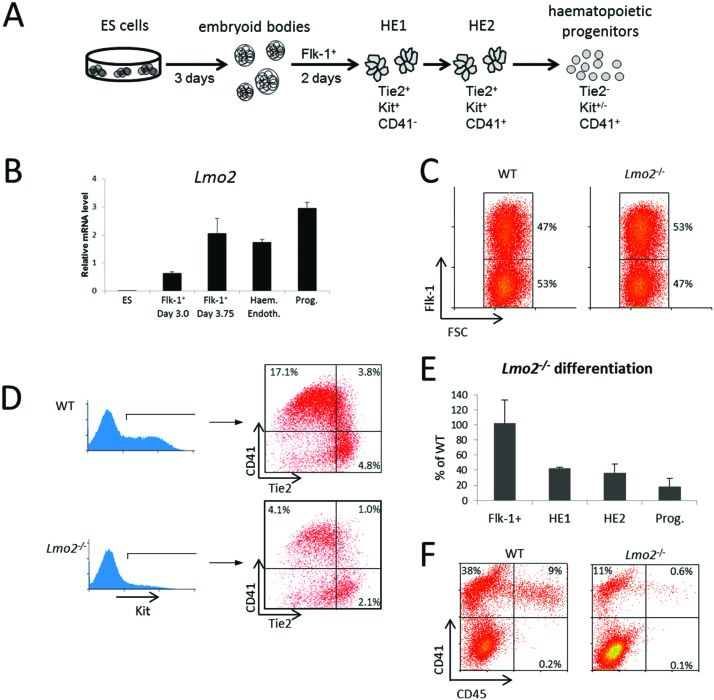
LMO2 is necessary for haematopoietic development. (**A**) Schematic representation of the ES cell in vitro differentiation system. ES cells were differentiated and Flk-1^+^ cells were isolated from embryoid bodies. These were then further differentiated in a blast culture, giving rise to haemogenic endothelial cells (HE1 followed by HE2), which subsequently generate haematopoietic progenitor cells. (**B**) Expression levels of *Lmo2* mRNA during *in vitro* ES cell differentiation, measured by qPCR. Data are the mean of at least three independent samples measured in duplicate ± SEM and were normalised to *Hprt* expression. (**C**) WT and *Lmo2^−/−^* ES cells were differentiated to day 3.75. Flk-1 surface expression was measured by flow cytometry, with prior gating for live cells using the FSC and SSC plot. (**D**) WT and *Lmo2^−/−^* cells were harvested at day 2 of the blast culture and stained for Kit, Tie2, and CD41 surface expression. Indicated percentages relate to the total number of gated live cells, using the FSC and SSC plot. (**E**) Abundance of Flk-1^+^, HE1, HE2, and progenitors in *Lmo2^−/−^* differentiation cultures, relative to WT. Data are the mean of at least three independent samples ± SEM. (**F**) WT and *Lmo2^−/−^* progenitor cells were enriched at day 3 of blast culture by resuspending non- and loosely-adherent cells and stained for CD41 and CD45 surface expression. Representative scatter plots are shown.

### RNAseq analysis reveals affected transcriptional regulators

To investigate how the lack of LMO2 impacts on gene expression, we analysed purified WT and *Lmo2^−/−^* Flk-1^+^ cells and HE1 by RNAseq (Figure 2A, Supplementary Figures S2 and S3). 

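The RNAseq data hold 3 libraries each of WT, Lmo2-/- and Tal1-/- Flk-1+ cells and 2 libraries each of WT and Lmo2-/- HE1, 13 in all. The paper names an ES cell line for each genotype and no further lines for these libraries. The libraries of a genotype then replicate the differentiation and not the line. A difference between genotypes therefore cannot be told from a difference between lines. For each library the authors deposited FPKM (fragments per kilobase of transcript, scaled to library size) from Cuffnorm for 45250 genes. The paper gives a smallest number of reads per library, but the fragments counted in each library are not in the files, so the depth behind each value is unknown. Between 11861 and 15641 genes had an FPKM above 0 in 12 of the libraries, and 9694 had one in Lmo2-/- HE1 replicate 1. In low genes the FPKM move in steps of single fragments. By these steps, 1 fragment in Lmo2-/- HE1 replicate 1 was worth 3.73 times the median FPKM of 1 fragment in the other 12 libraries, whose values ran from 0.603 to 1.55 times. Of 4062 genes with a median FPKM above 10, 183 were listed at 0 in this library and up to 55 in any other.
The targeted gene, Lmo2 (XLOC_019379), lies on chromosome 2 of GRCm38 from 103957986 to 103981878 in the GENCODE annotation. In Flk-1+ cells its FPKM was 25.1 ± 4.99 (SD, n = 3) in WT and 3.76 ± 2.37 (SD, n = 3) in Lmo2-/-, with every Lmo2-/- library below every WT library (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 libraries allow). In HE1 the libraries labelled WT had 4.30 and 20.6 FPKM and those labelled Lmo2-/- had 6.42 FPKM in replicate 0 and were listed at 0 in replicate 1, so the gene did not separate the HE1 libraries by genotype, and every direction given for HE1 rests on the labels.
Genes were tested in 1 limma fit across the 13 libraries, on log2(FPKM + 1), among 13802 genes with an FPKM of at least 1 in at least 2 libraries and a locus longer than 200 bp. Differentially expressed genes had a Benjamini-Hochberg adjusted p below 0.05 and a mean FPKM above 10 in at least 1 of the groups compared, where the paper writes an FPKM above 10 in any of the samples. All fold changes are on the log2(FPKM + 1) scale. In simulated data with the same groups, 57 percent of 200 genes changed by 2 on the log2 scale were found between the Flk-1+ groups. Of the genes found, 5 percent were unchanged ones. The changed genes were drawn from those with a high mean FPKM, and each gene had the same spread in all libraries. The share found may be lower for weaker genes or where fewer genes change.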

Pairwise comparisons identified 2593 differentially expressed genes (Figure 2B). 

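Across the 4 comparisons of WT and Lmo2-/- cells, 3021 genes were differentially expressed in at least 1. Between WT Flk-1+ cells and the HE1 libraries labelled WT there were 964 genes, 834 of them higher in HE1. Between Lmo2-/- Flk-1+ cells and the HE1 libraries labelled Lmo2-/- there were 2707 genes, 2379 of them higher in HE1. Between the HE1 libraries labelled WT and Lmo2-/- there were 415 genes, 297 higher and 118 lower in Lmo2-/-. With only the libraries of the groups compared in each fit, the change that moved the total most, 1395 genes differed in at least 1 comparison and none of them between WT and Lmo2-/- HE1, where 1453 genes had an unadjusted p below 0.05. From WT to Lmo2-/- HE1 and from Flk-1+ cells to HE1, between 54.4 and 57.5 percent of all tested genes were higher. The median log2 fold change of all tested genes was 0.15 from WT to Lmo2-/- HE1, 0.11 from WT Flk-1+ cells to WT HE1 and 0.30 between the Lmo2-/- stages. With no filter on low values each of these medians was 0. That fit held 19692 genes, with those below the filter added, so it does not show that expressed genes lack a shift. With an FPKM of at least 10 in at least 1 library before the test the medians were 0.39, 0.30 and 0.81. High values in a single library can pass a gene through that filter, which may raise these medians.
Among the genes whose libraries did not overlap, Itga8 (XLOC_020266) rose most from WT to Lmo2-/- HE1, by a log2 fold change of 5.83 (standard error 0.53, limma adjusted p = 0.000373). From WT Flk-1+ cells to WT HE1 the largest rise was that of Cd93, with a log2 fold change of 6.77, and the largest fall that of T, with -6.24. Between the Lmo2-/- stages Acta2 rose most, by a log2 fold change of 8.16, and the largest falls were those of the small RNA genes Gm26397, Gm25835 and Snora73b, whose FPKM are uncertain because of their length.
The authors' deposited calls were counted at q below 0.05 with an FPKM above 10 in at least 1 of the 2 conditions compared, where the paper writes P and any of the samples. There were 116 genes between WT and Lmo2-/- Flk-1+ cells, 233 between WT and Lmo2-/- HE1, 1310 between the WT stages and 942 between the Lmo2-/- stages. Of these, the limma fit shared 0, 156, 772 and 865.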

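Between Flk-1+ cells and HE1, 2913 genes were differentially expressed in WT or Lmo2-/- cells by limma, 96.4 percent of the genes found in any of the 4 comparisons. Of these, 758 were found in both genotypes, 753 of them in the same direction, 206 in WT alone and 1949 in Lmo2-/- alone. The larger number in Lmo2-/- cells depended on the fit. With array weights 1682 genes were called between the WT stages and 976 between the Lmo2-/- stages. The authors' deposited calls were 780 in WT alone and 412 in Lmo2-/- alone, the reverse order. The difference between the genotypes was tested by the interaction of genotype and stage, in which 48 genes passed, 36 with a more positive Lmo2-/- effect in HE1 than in Flk-1+ cells and 12 with a more negative one. Itga8 had the largest interaction, 6.03 on the log2 scale (limma adjusted p = 0.0101). Same-numbered WT and Lmo2-/- Flk-1+ libraries did not deviate together (mean correlation of the deviations from the group means -0.125). With the replicate number as a block, 0 genes passed, while 1755 had an unadjusted p below 0.05 against 1672 without it. With the crossed pairs of libraries that did deviate together as the block, chosen after seeing the data, 49 passed.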

Differentiation from HB to HE1 was characterised by a progressive deviation of gene expression between wild-type and *Lmo2^−/−^* cells accounting for 69% (1777 genes) of the differential gene expression. 

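Between WT and Lmo2-/- Flk-1+ cells no gene passed an adjusted p below 0.05 in the limma fit, and 307 genes had an unadjusted p below 0.05, where 690 would by chance. This unadjusted count depends on the fit: it was 588 with the groups compared alone and 954 with array weights. The smallest adjusted p was that of Fli1, 0.058. The targeted gene, Lmo2, did not pass either, with a log2 fold change of -2.55 (standard error 0.85). Its q in the authors' deposited table was 0.00747. Libraries with the same replicate number did not deviate together in these groups: the mean correlation of their deviations from the group means was -0.125. With the replicate number as a block, 0 genes passed and 281 had an unadjusted p below 0.05. The pairs that did deviate together were WT replicate 0 with Lmo2-/- replicate 1, WT 1 with Lmo2-/- 2 and WT 2 with Lmo2-/- 0, with a mean correlation of 0.316. With these pairs as the block, a fit chosen after seeing the data, 0 genes passed and 424 had an unadjusted p below 0.05.
Of the 116 genes called in the authors' deposited table, 115 changed in the same direction in the means of the libraries. In 48 of them (41.4 percent) the WT and Lmo2-/- libraries did not overlap, against 10 percent by chance and 8.21 percent of all tested genes. These genes were chosen from the same libraries for differing, so an excess over chance is built in. By limma, 35 of them had an unadjusted p below 0.05, and 2 passed when the adjustment covered these genes alone, with the same reservation.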

At the haemangioblast stage only 143 genes were differentially expressed between WT and *Lmo2^−/−^*. Hierarchical clustering of these genes revealed that the expression of these genes is specific to the HB stage since the majority of the genes are not expressed in the HE1 cells (Figure 2C). 

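Of the 116 genes called between WT and Lmo2-/- Flk-1+ cells in the authors' deposited table, 5 (4.31 percent) had a mean FPKM below 1 in both HE1 groups. Among the other genes with a mean FPKM above 10 in Flk-1+ cells it was 1.57 percent (Fisher's exact test, two-sided, p = 0.0409). With the 144 genes above 10 FPKM in any condition of the figure the share was 3.47 percent (Fisher's exact test, two-sided, p = 0.0848). The genes this adds were taken in for exceeding 10 FPKM in an HE1 condition, so the number below 1 stayed at 5. The lower share and higher p therefore follow from how the set was built. Below 10 FPKM in both HE1 groups there were 34 (29.3 percent) against 9.32 percent (Fisher's exact test, two-sided, p = 1.96e-09). The median over the genes of the higher HE1 mean was 19.5 FPKM, and 57 of the genes were lower in HE1 than in Flk-1+ cells.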

Subsequent gene ontology analysis showed that *Lmo2^−/−^* cells failed to upregulate genes important for endoderm formation, cell fate commitment and haematopoietic development amongst others, whereas genes involved in heart and muscle development and endothelial fate were expressed at higher levels by *Lmo2^−/−^* cells (Figure 2D). 

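A list of 13 cardiac genes had 12 tested members. Their median log2 fold change from WT to Lmo2-/- Flk-1+ cells was 0.90, and 11 of them were higher. It stood at percentile 100.0 among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a p-value. With each library left out in turn the median lay between 0.64 and 1.04. A list of 10 endothelial genes, all tested, had a median log2 fold change of -0.44 in the same comparison (percentile 0.09), and 1 of them was higher in Lmo2-/-. Its median fell furthest, to -0.88, with a pseudocount of 0.1. Between the HE1 groups the medians were 0.06 for the cardiac list (percentile 34.1) and -0.80 for the endothelial list (percentile 0.32). Without each HE1 library in turn the cardiac median ran from -0.11 to 0.945, the highest without Lmo2-/- replicate 1, so its direction rests on single libraries. The endothelial median was negative in each of these fits, from -1.03 to -0.31. The weakest value, without Lmo2-/- HE1 replicate 0, stood at percentile 9.28. With quantile normalization the endothelial median was -1.29 (percentile 0.01). For the haematopoietic list 6 of 12 genes were tested, too few for its median to be read.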

Transcriptional regulators were well represented in both clusters. Within the list of transcriptional regulators down-regulated in *Lmo2^−/−^* Flk-1^+^ cells we found several transcription factors with known functions at the HB / HE1 stages. These included the endomesodermal T-box factors *T* and *Eomes*, and transcription factors important for haematopoietic development, such as *Tal1, Erg, Gata2* and *Fli-1* (Supplementary Figure S3A). 

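In the Flk-1+ libraries, T had 81.3 ± 39.4 FPKM (SD, n = 3) in WT and 36.7 ± 24.4 FPKM (SD, n = 3) in Lmo2-/-, a log2 fold change of -1.20 with overlapping libraries. Eomes, on chromosome 9 from 118478212 to 118486132, had 113 ± 13.1 FPKM (SD, n = 3) in WT and 56.6 ± 10.7 FPKM (SD, n = 3) in Lmo2-/-, a log2 fold change of -1.00, and its libraries did not overlap. Gata2, on chromosome 6 from 88193891 to 88207032, had 17.0 ± 12.8 and 5.49 ± 3.72 FPKM (SD, n = 3 each), a log2 fold change of -1.37 with overlapping libraries. Fli1, on chromosome 9 from 32422204 to 32542861, had 11.7 ± 2.21 and 1.02 ± 0.155 FPKM (SD, n = 3 each). Its log2 fold change was -2.65 (standard error 0.35, limma adjusted p = 0.058, from 0.00295 to 0.743 over the alternatives), and it passed the threshold with quantile normalization and with array weights. Erg, on chromosome 16 from 95359169 to 95586593, had 3.34, 22.4 and 11.1 FPKM in the WT libraries and 3.87 and 7.06 FPKM in Lmo2-/- replicates 0 and 2, and was listed at 0 in Lmo2-/- replicate 1. For T, Eomes, Gata2 and Erg the adjusted p was 1 in the same fit. In the authors' deposited table q was 0.00114 for T, Eomes, Gata2 and Fli1 and 0.345 for Erg. Eomes and Fli1 had an exact permutation p of 0.10 (two-sided).

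**Figure D1:**
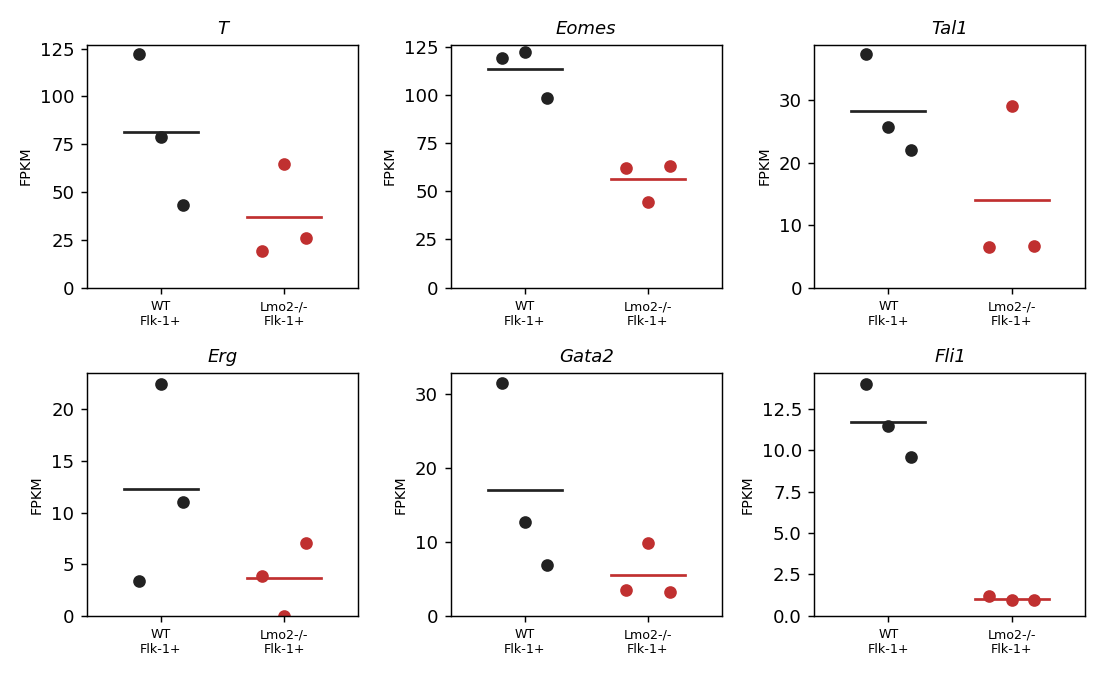
FPKM of T, Eomes, Tal1, Erg, Gata2 and Fli1 (vertical axes) in the 3 WT and 3 Lmo2-/- Flk-1+ libraries. Points are libraries in the order of their replicate numbers and lines are means; the libraries do not overlap for Eomes and Fli1.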

Self-organizing tree clustering of all the differentially expressed genes produced six clusters (Figure 2E). 

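Cluster 2 of the supplementary table holds 198 genes. Their median FPKM was 4.39 and 4.33 in the libraries labelled WT HE1 and 17.6 and 52.6 in those labelled Lmo2-/- HE1, against 9.74 to 12.7 in the WT and Lmo2-/- Flk-1+ libraries. Replicate 1 of Lmo2-/- HE1, with the higher value, is the library with the fewest genes above 0. In 173 genes (87.4 percent) both Lmo2-/- HE1 libraries were above both WT HE1 libraries, and in 174 genes replicate 0 alone was. The median log2 fold change was 2.51 and 107 of the genes were called higher by limma. These genes were chosen by the paper from the same libraries. Clusters 5 and 6 were not analysed here.

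**Figure D2:**
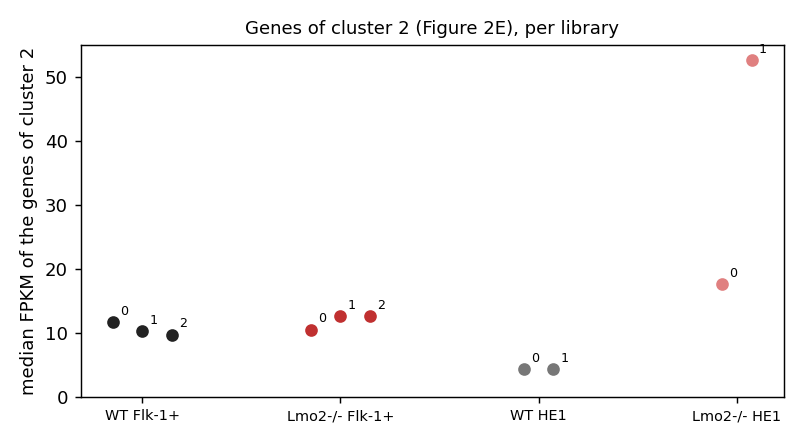
Median FPKM of the 198 genes of cluster 2 (vertical axis) in each WT and Lmo2-/- library (points, with replicate numbers). The Lmo2-/- HE1 libraries lie at 17.6 and 52.6, above the WT HE1 libraries at 4.39 and 4.33.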

Two clusters typified by higher expression in the WT cells are cluster 5 (high WT Flk-1^+^ and HE1) and cluster 6 (high WT HE1), whereas cluster 2 showed elevated expression in *Lmo2^−/−^* HE1. These three clusters were subjected to gene ontology analysis (Figure 2F). Cluster 5 is heavily dominated by terms involving translation, RNA processing and RNA metabolism, whereas cluster 6 showed cellular processes and angiogenesis. Cluster 2 on the other hand indicated alternative cell fates, such as epithelium, endothelium, muscle development and limb formation.

**Figure 2.**
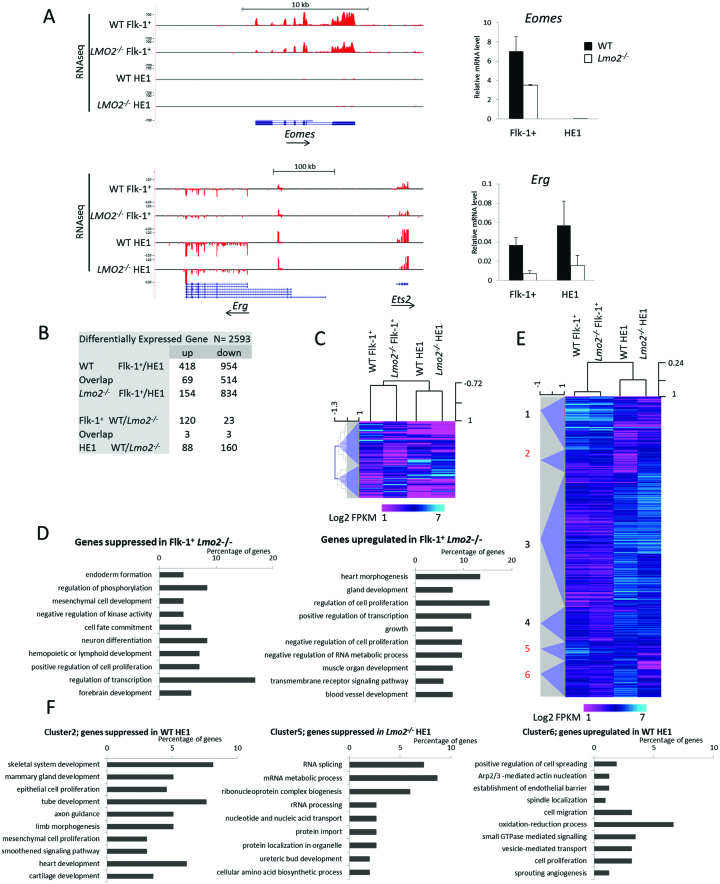
RNAseq analyses of WT and *Lmo2^−/−^* Flk-1^+^ and HE1 cells. (**A**) Screenshots from the UCSC browser illustrating the distribution of reads over the *Eomes*; *Ets2*, and *Erg* loci. Uniform y-axis scales were used for each genomic region and positive and negative values correspond to the direction of the transcripts. The screenshots are flanked by gene expression levels of *Eomes* and *Erg*, measured by qPCR. Data represent the mean of three independent samples measured in duplicate ± SEM relative to *Hprt*. (**B**) Pairwise comparison of the significantly differentially expressed genes. Shown are the total number of up or down regulated genes for each comparison and their overlap. Quantitation and analyses of RNAseq data are based on biological triplicate samples for Flk-1^+^ cells and duplicates for HE1 cells. (**C**) Heat map showing hierarchical clustering of differentially expressed genes at the Flk-1^+^ stage. (**D**) Gene ontology enrichment analyses for biological process performed on the two clusters identified in C. (**E**) Heat map showing hierarchical clustering of all differentially expressed genes. Scale bar represents colour index for the log_2_ FPKM values. Self-organizing tree analysis identified six clusters, which are numbered 1 to 6. (**F**) Gene ontology enrichment analyses for biological process was performed on clusters 2, 5, 6 identified in E. Terms were ordered according to their Modified Fisher Extract *P*-value and only terms with *P* < 0.05 were considered significant.

### Positive feedback between LMO2 and TAL1 regulates their expression levels

Our RNAseq data indicated that *Tal1* mRNA levels were reduced in *Lmo2^−/−^* Flk-1^+^ cells, but not in HE1 (FPKM 32.5 versus 13.5 in WT and *Lmo2^−/−^* HB respectively). 

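Tal1 (XLOC_025538) was read in every library. In WT Flk-1+ cells its FPKM was 37.4, 25.6 and 22.0 in replicates 0, 1 and 2, and in Lmo2-/- Flk-1+ cells 6.51, 29.0 and 6.64. The means were 28.3 ± 8.04 and 14.1 ± 13.0 FPKM (SD, n = 3 each). The log2 fold change was -1.26 (standard error 0.47, limma adjusted p = 1; q 0.00114 in the authors' deposited table), and the libraries overlapped (exact permutation test, two-sided, p = 0.30). Without Lmo2-/- Flk-1+ replicate 1 the log2 fold change was -1.92. In HE1 the libraries labelled WT had 37.6 and 27.8 FPKM and those labelled Lmo2-/- 56.2 and 52.2 FPKM, a log2 fold change of 0.73 (limma adjusted p = 0.506; exact permutation test, two-sided, p = 0.333, the smallest that 2 against 2 libraries allow). The interaction of genotype and stage was 1.98 on the log2 scale (limma adjusted p = 0.297).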

Although qPCR did not detect a significant change in *Tal1* mRNA expression, we observed a reduction in TAL1 protein of >75% in *Lmo2^−/−^* Flk-1^+^ cells (Figure 3A and B), whereas the abundance of other components of the complex were unaffected (Figure 3B, Supplementary Figure S4). This finding could infer that most of the *Lmo2^−/−^* phenotype was due to the reduction in TAL1 protein. To address this we differentiated *Tal1^−/−^* ES cells. 

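In the 3 Tal1-/- Flk-1+ libraries the targeted gene, Tal1, had 2.74, 3.41 and 2.88 FPKM, below every WT library, with a log2 fold change of -2.84 (standard error 0.47, limma adjusted p = 0.101, from 0.0262 to 0.222 over the alternatives). It passed with quantile normalization and with array weights. Lmo2 was listed at 0 in Tal1-/- replicate 0 and had 7.58 and 1.29 FPKM in replicates 1 and 2. Every one of these values was below the WT libraries, with a log2 fold change of -3.26 (standard error 0.85, limma adjusted p = 0.401).

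**Figure D3:**
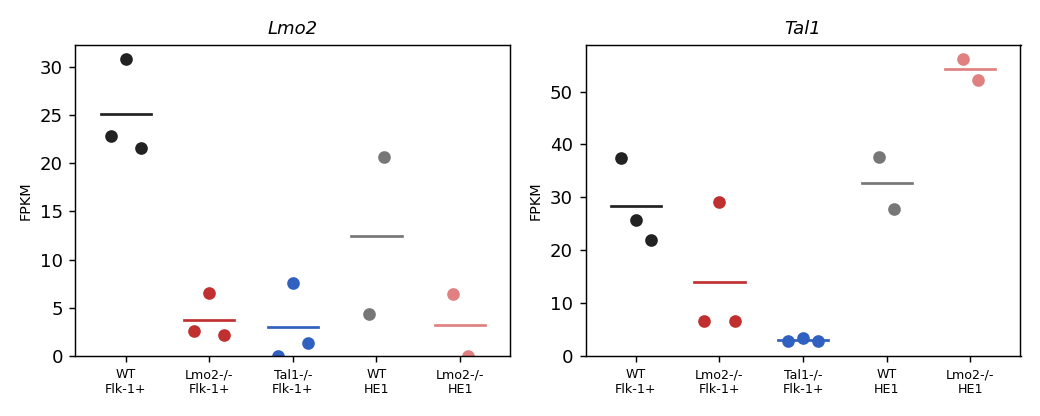
FPKM of Lmo2 and Tal1 (vertical axes) in the 13 libraries. Points are libraries in the order of their replicate numbers and lines are means; Lmo2 reaches at most 7.58 FPKM in Tal1-/- Flk-1+ cells.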

Interestingly, RNAseq analysis of *Lmo2* expression in *Tal^−/−^* Flk-1^+^ cells showed that mRNA was at background levels and LMO2 protein was not detectable, highlighting the importance of TAL1 for *Lmo2* gene activation (Figure 3A and B). The data therefore showed that *Tal1^−/−^* HBs were not only deficient for TAL1, but also for LMO2, whereas the *Lmo2^−/−^* cells retained low levels of TAL1 protein. RNAseq on the *Tal1^−/−^* Flk-1^+^ cells and the comparison with the WT and *Lmo2^−/−^* cells at this stage identified 826 differentially expressed genes (Figure 3C). 

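Between WT and Tal1-/- Flk-1+ cells no gene passed an adjusted p below 0.05 in the limma fit (843 had an unadjusted p below 0.05), and between Lmo2-/- and Tal1-/- Flk-1+ cells 2 did (822 unadjusted). These were Tex15 (XLOC_037724), with a log2 fold change of 3.01 (standard error 0.41, limma adjusted p = 0.0342), and Grb10 (XLOC_006413), with -5.41 (standard error 0.71, limma adjusted p = 0.0342). Tex15 had 16.8, 17.3 and 18.4 FPKM in the Tal1-/- libraries and at most 1.62 in the Lmo2-/- libraries. Grb10 had at most 3.04 FPKM in the Tal1-/- libraries and 58.0, 128 and 76.8 in the Lmo2-/- libraries. In the WT libraries it varied widely, with 119, 12.5 and 14.4 FPKM. With any 1 Flk-1+ library of these groups left out, Tex15 did not pass. Grb10 did not pass with any 1 Lmo2-/- library left out, nor without Tal1-/- replicate 1 or 2. Array weights moved these counts most, to 15 and 8 genes. Same-numbered WT and Tal1-/- libraries deviated together, with a mean correlation of 0.116. With the replicate number as a block, 0 genes passed in either comparison, and 827 and 791 had an unadjusted p below 0.05.
The authors' deposited table holds 265 genes called between WT and Tal1-/- and 246 called between Lmo2-/- and Tal1-/-, counted as for the Lmo2-/- comparisons. The libraries did not overlap in 152 (57.4 percent) of the former and 156 (63.4 percent) of the latter, against 10 percent by chance, an excess built in by the choice of these genes from the same libraries.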

Hierarchical clustering of these genes indicated that *Tal1^−/−^* HBs are more divergent from the WT than *Lmo2^−/−^* HBs (Figure 3D). 

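Over the 13802 tested genes, the distance (1 minus Pearson r) of the group means from WT was 0.0486 for Lmo2-/- and 0.0769 for Tal1-/- Flk-1+ cells. For single libraries the mean distance from the WT libraries was 0.118 ± 0.0219 for Lmo2-/- and 0.157 ± 0.0158 for Tal1-/- (SD, n = 3 each; exact permutation test, two-sided, p = 0.20). Libraries of the same group lay 0.0903 to 0.187 apart. This set of genes was chosen after seeing the data, because the limma calls held 2 genes, too few for a distance. Over the 823 genes called in the authors' deposited table, also chosen after seeing the data, the distances of the group means were 0.0866 and 0.225. This was the largest change among the alternatives. The set joins 417 genes called between WT and Tal1-/-, 420 between Lmo2-/- and Tal1-/- and 199 between WT and Lmo2-/-. A larger Tal1-/- distance is therefore partly built in by the choice of these genes.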

Gene ontology analysis on cluster 5, which contains genes that are expressed at the highest level in *Tal1^−/−^* cells (Figure 3E), showed a large number of transcriptional regulators. In addition, it showed upregulation of early developmental processes and alternative cell fates, such as epithelium, skeletal, keratinocyte and gland development. This indicates that the *Tal1^−/−^* HBs displayed a developmentally earlier defect than *Lmo2^−/−^* HBs, as they failed to suppress the somatic mesoderm and neural crest gene expression program.

**Figure 3.**
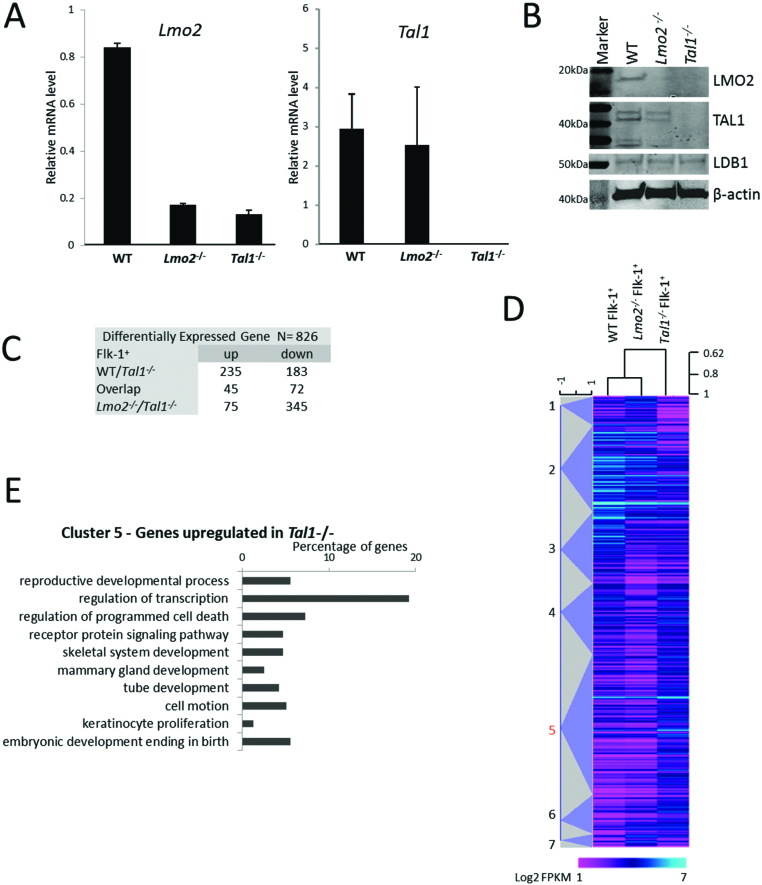
Gene expression analysis of *Tal1^−/−^* Flk-1^+^ cells. (**A**) *Lmo2, Tal1* gene expression relative to *Hprt* in Flk-1^+^ cells derived from WT, *Lmo2^−/−^* or *Tal1^−/−^* ES cells. Data represent the mean of three independent samples measured in duplicate ± standard deviation. (**B**) LMO2, TAL1, LDB1 and β-actin protein levels detected by western blotting using nuclear extract from WT, *Lmo2^−/−^* and *Tal1^−/−^* Flk-1^+^ cells. (**C**) Pairwise comparison of significantly differentially expressed genes. Quantitation and analyses of RNAseq data are based on biological triplicate samples. (**D**) Heat map showing hierarchical clustering of differentially expressed genes at the Flk-1^+^ stage. (**E**) Gene ontology enrichment analysis for biological process was performed on cluster 5 as identified in D. Terms were ordered according to their Modified Fisher Extract *P*-value and only terms with *P* < 0.05 were considered significant.

### *Lmo2* deficiency leads to the selective loss of accessible chromatin sites

In order to understand how the accessibility of *cis*-regulatory elements, such as promoters and enhancers, was influenced by the absence of LMO2 we performed DNaseI hypersensitive site (DHS) mapping on WT and *Lmo2^−/−^* Flk-1^+^ cells. Cells were purified and subjected to *in vivo* DNaseI digestion, after which DNA fragments were isolated and processed for sequencing. We identified 40 989 DHSs in the WT cells and 41 963 DHSs in *Lmo2^−/−^* cells. The intersection of these two datasets showed that the majority of the DHSs overlap (Figure 4A). However, the analysis also showed that a large number of DHS present in WT cells was lost in *Lmo2^−/−^* cells. *De novo* motif analysis of this population of DHSs (Figure 4B) showed a strong enrichment for class I bHLH E-box (e.g. E2A), class II bHLH E-box (e.g. TAL1) and GATA motifs, which are all components of the LMO2 complex. The *Lmo2^−/−^*-specific DHSs on the other hand were enriched in LEF/TCF motifs. We next ranked the ratio of tag counts in the DHS between WT and *Lmo2^−/−^* samples and plotted the position of the enriched motifs in relation to the DHS (Figure 4C). All motifs were localized in the centre of the DHSs thus validating the approach. The distribution of motifs between specific and shared DHS revealed that TAL1 E-box motifs and GATA motifs were enriched in the WT-specific DHSs, in particular as bipartite motifs of either TAL1-GATA or TAL1-TAL1, the latter originally described *in vitro* by the Rabbitts lab (2,10). SP1, ETS, and CREB motifs were enriched in the shared DHSs and T-box motifs were found throughout. These finding were confirmed by performing bootstrapping analysis on the top 10% of the DHSs ranked by WT/*Lmo2^−/−^* ratio, showing co-localisation of motifs for E2A, TAL1 and GATA in this DHS subset (Supplementary Figure S5).

**Figure 4.**
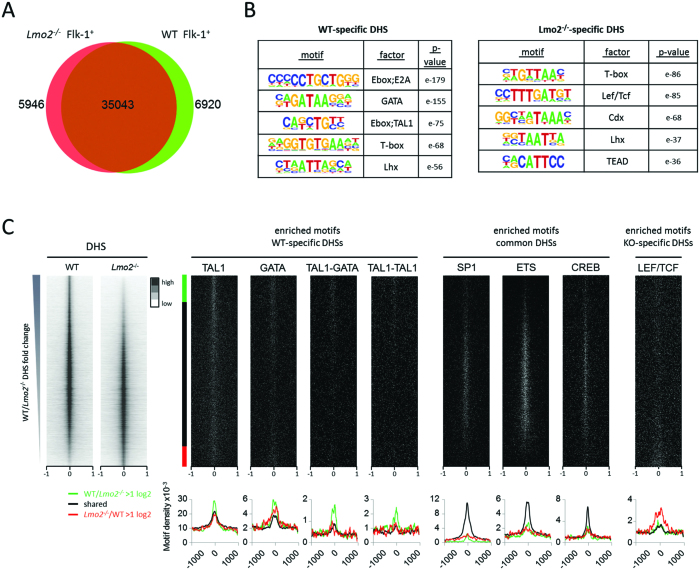
Analysis of DNaseI chromatin accessibility. (**A**) Venn diagram comparing DNaseI hypersensitive sites of WT and *Lmo2^−/−^* Flk-1^+^ cells. (**B**) *De novo* motif analysis showing enriched motifs within the WT-specific and *Lmo2^−/−^*-specific DHSs, their DNA-binding factors and associated *P*-values. (**C**) Heat maps showing DHSs ranked according to their WT/*Lmo2^−/−^* ratio showing a window from –1 kb to +1 kb around the centre of the DHSs. The left two panels show the DHSs from the WT and *Lmo2^−/−^* Flk-1^+^ cells. Beside it a guide indicates which positions show a WT/*Lmo2^−/−^* ratio of >log_2_ (green; 6921 sites), *Lmo2^−/−^*/WT ratio of >log_2_ (red; 5050), or a ratio of <log_2_ (black; 35 964). The panels to the right show the presence of the indicated motifs, using the same ranking and window from –1 kb to +1 kb around the centre of the DHSs. Below each binding motif matrix an average profile represents the distribution of the WT-enriched (green), common (black) and *Lmo2^−/−^*-enriched (red) motifs.

### ChIPseq analysis shows a limited number of strong binding sites for the LMO2 complex

To examine, whether the loss of DHSs in *Lmo2^−/−^* HBs was due to the loss of the LMO2 complex, we determined the LMO2 targets in WT Flk-1^+^ cells by ChIPseq analysis (Figure 5A, Supplementary Figure S6A). Using antibodies recognising LMO2, TAL1 and LDB1 we detected 6578, 4043 and 2280 peaks, respectively. The intersection of the data sets showed that the three-way overlap was restricted to 486 peaks (Figure 5B). Motif analysis of these high confidence LMO2-complex binding sites revealed that the GATA motif was the most significantly overrepresented (Figure 5C). In addition we found several other associated motifs, such as ETS and E-box motifs. Ranking the ChIP results according to the DHSs fold change as shown in Figure 4, it was clear that the strongest ChIP signal occurs at the top for each of the ChIPseq samples and that the three-way overlap was highly enriched for WT specific DHSs (Figure 5D). One example of a target element where all three factors bind together, and where the DHS is severely affected in *Lmo2^−/−^* Flk-1^+^ cells, is the enhancer of the *Lmo1* gene (Figure 5A) (51). Taken together, our analyses show that (i) the loss of LMO2 leads to a loss of specific cis-regulatory elements, and (ii) that those elements are characterized by the presence of co-localizing motifs that bind known members of the LMO2 complex.

**Figure 5.**
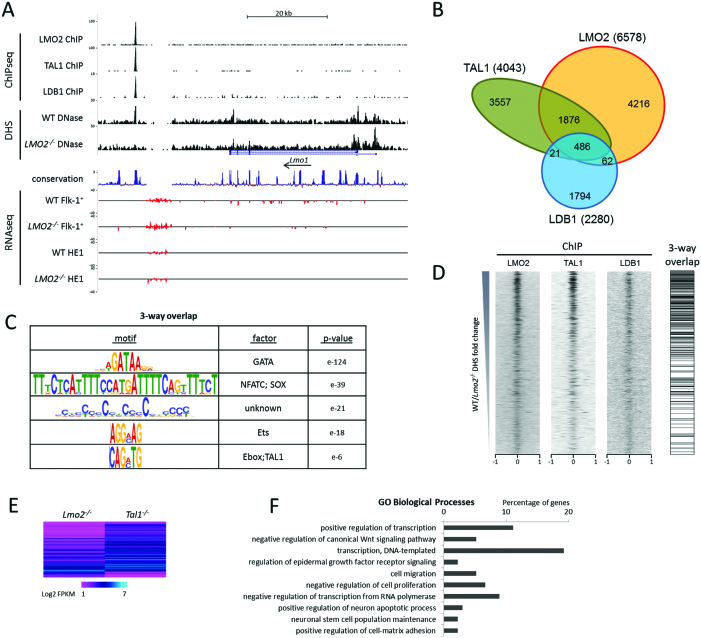
Binding profiles of LMO2, TAL1 and LDB1 in Flk-1^+^ cells. (**A**) Screenshot from the UCSC browser showing LMO2, TAL1 and LDB1 binding profiles, DNaseI accessibility in WT and *Lmo2^−/−^* Flk-1^+^ cells, and RNAseq of WT and *Lmo2^−/−^* Flk-1^+^ and HE1 cells at the *Lmo1* locus. Uniform y-axis scales were used for all RNAseq tracks and for the DNaseI WT to *Lmo2^−/−^* pairwise comparison. (**B**) Three-way Venn diagram showing the intersection of LMO2, TAL1 and LDB1 ChIPseq data obtained from Flk-1^+^ cells. (**C**) *De novo* motif analysis showing enriched motifs within the 486 peaks that are common for all three transcription factors. (**D**) Ranking of the ChIPseq data according to the WT/*Lmo2^−/−^* ratio as described in Figure 4 showing read density in a window from –1 kb to +1 kb around the centre of the DHSs, flanked by a density plot indicating the positions of three-way overlaps. (**E**) Log_2_ FPKM expression data of significantly differentially expressed genes between *Lmo2^−/–^* and *Tal1^−/−^* Flk-1^+^ cells, associated with TAL1 ChIPseq peaks. Genes were ranked according to their FPKM fold change. (**F**) Gene ontology enrichment analysis for biological process was performed on the 135 genes as identified in E. Terms were ordered according to their Modified Fisher Extract *P*-value, only terms with *P* < 0.05 were considered significant, and the top 10 are shown.

In order to find genes that TAL1 regulates in the absence of LMO2, we combined the *Lmo2^−/−^* and *Tal1^−/−^* gene expression data shown in Figure 3 with the TAL1 ChIPseq data. We identified the nearest genes of the TAL1 peaks with significantly different gene expression between the *Lmo2^−/−^* and *Tal1^−/−^* Flk-1^+^ cells, which resulted in a list of 135 genes. The majority of these genes (85%) had higher expression in the *Tal1^−/−^* cells implying that TAL1 acts as a suppressor in the absence of LMO2 (Figure 5E). 

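The supplementary table of TAL1 peaks was complete for chromosomes 1 and 10 to 19, which were used here, with 1996 peaks of WT cells. The gene nearest by the start of its locus was the one listed in the table for 98.2 percent of the peaks. Without an FPKM criterion the authors' deposited table holds 420 genes at q below 0.05 between Lmo2-/- and Tal1-/- Flk-1+ cells. Of the 182 on these chromosomes, 31 were nearest to a TAL1 peak, and 24 of them (77.4 percent) were higher in Tal1-/- cells. Among the 151 other genes it was 80.1 percent (Fisher's exact test, two-sided, p = 0.807). With the TAL1 peaks of Lmo2-/- cells it was 80.0 percent against 79.6 percent, the reverse order, and with an FPKM above 10, chosen after seeing the data, 84.2 percent of 19 genes against 79.8 percent of 89. Genes with an unadjusted p below 0.05 in the limma fit were also chosen after seeing the data. Of these, 13 of 41 near a peak (31.7 percent) and 38.2 percent of the others were higher in Tal1-/- cells. On all chromosomes 822 genes had such a p, where 690 would by chance, so many of them may differ by chance. With a mean FPKM above 10, 47.9 percent of them were higher. Their direction therefore does not settle that of the genes near peaks. From the share of genes with higher expression in Tal1-/- cells, the paper proposes that TAL1 acts as a suppressor in the absence of LMO2.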

Gene ontology analyses of biological processes revealed that among TAL1 targets many are transcription factors and suppressors of the canonical Wnt pathway (Figure 5F).

### TAL1 and LDB1 binding is redistributed in the absence of LMO2

We next investigated the localisation of LMO2, TAL1 and LDB1 in the absence of LMO2 by performing ChIPseq in *Lmo2^−/−^* Flk-1^+^ cells and compared these data to the WT-derived data sets (Figure 6A). The LMO2 ChIP in *Lmo2^−/−^* Flk-1^+^ cells resulted in a track without peaks, whereas 3127 peaks were called in *Lmo2^−/−^* samples using the TAL1 antibody and 2200 peaks for the LDB1 antibody (Figure 6B). We first ranked the ChIPseq peaks according to the WT LMO2 ChIP signal (Figure 6C) and compared the signals to the corresponding TAL1 and LDB1 peaks. This comparison demonstrated that the strongest WT LMO2 peaks were mirrored by the strongest TAL1 and LDB1 peaks. When looking at less strong LMO2 peaks, there was less overlap. However, these sites do show accumulation of reads in the TAL1 and LDB1 ChIP (lower part of Figure 6C), albeit not sufficiently to be recognised as peaks by data analysis. The LMO2 binding sites were enriched for the same motifs as shown for the WT-specific DHSs, i.e. TAL1, GATA, TAL1-GATA, TAL1-TAL1, as well as for ETS motifs (Figure 6D), whereas transcription factor binding motifs that were found enriched at non WT-specific DHSs were not enriched at the LMO2 peaks (Supplementary Figure S6B). Comparison of the WT ChIP data with those from the *Lmo2^−/−^* Flk-1^+^ cells showed that TAL1 and LDB1 binding was largely lost, with significant levels only being left at those binding sites where LMO2 occupancy was the strongest in WT (Figure 6C). GATA2 ChIP experiments indicated that also GATA2 binding was reduced in the absence of LMO2, however, the DNA pulldown we achieved was insufficient for genome wide analysis (Supplementary Figure S6A). The LMO2 peak present on the first exon of the *Lyl1* gene was one of the strongest in WT cells and serves as a good example of a position where TAL1 and LDB1 binding is clearly observed in the absence of LMO2 (Figure 6A). Peaks at the *Gata1* and *Nfe2* genes are representative of the majority of binding sites, which show very little or absent residual binding without LMO2 (Supplementary Figure S6C). Approximately half of the peaks within each of the ChIPseq data sets fall within intragenic and promoter regions (Figure 6E) in line with the chromatin nucleating function of LDB1, bringing distant regulatory elements in the vicinity of the gene they are regulating (3,4).

**Figure 6.**
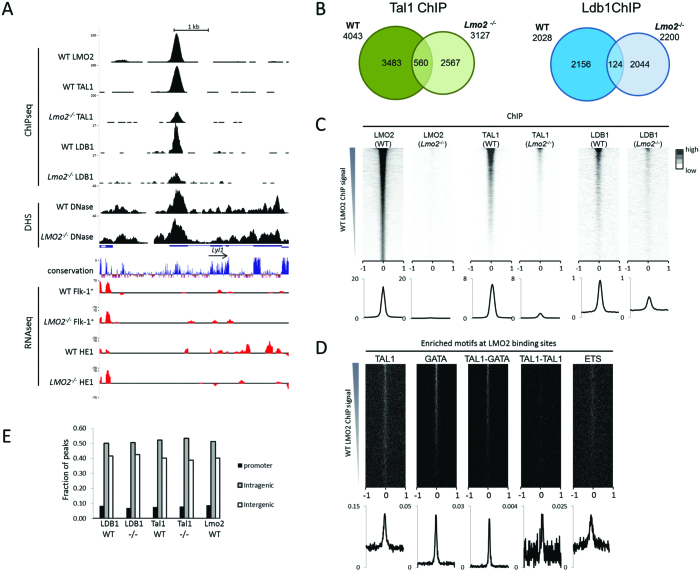
LMO2, TAL1 and LDB1 binding profiles in WT and *Lmo2^−/−^* haemangioblasts. (**A**) Screenshot from the UCSC browser showing LMO2, TAL1 and LDB1 binding profiles and DNaseI accessibility in WT and *Lmo2^−/−^* Flk-1^+^ cells, and RNAseq of WT and *Lmo2^−/−^* Flk-1^+^ and HE1 cells at the *Lyl1* locus. Uniform y-axis scales were used for all RNAseq tracks and for each WT to *Lmo2^−/−^* pairwise comparison. (**B**) Venn diagrams showing the overlap of the TAL1 and LDB1 ChIPseq peaks obtained from WT or *Lmo2^−/−^* Flk-1^+^ cells. (**C**) ChIPseq data for LMO2, TAL1 and LDB1 in WT and *Lmo2^−/−^* Flk-1^+^ cells, ranked according to the WT LMO2 ChIP signal, showing read density in a window from –1 kb to +1 kb around the centre of the LMO2 peaks. Below each matrix an average profile shows the distribution of the ChIP signal throughout the matrix. (**D**) Motif distribution matrices ranked according to the WT LMO2 ChIP signal, with average distribution profiles below. (**E**) Fractionation of peaks of each of the ChIPseq datasets on basis of their position in relation to genes.

We observed that TAL1 and LDB1 binding in the *Lmo2^−/−^* HBs was extensively redistributed to new sites (Figure 6B). As LDB1 has multiple other potential binding partners in these cells, such as LMO4, LHX, OTX proteins (6,10,52), its changed distribution in the absence of LMO2 could be anticipated. In contrast, the redistribution of TAL1 binding in the *Lmo2^−/−^* was more surprising as it has been shown that TAL1 is capable of binding DNA in the absence of LMO2 (2,53). In order to further analyse this, we ranked the TAL1 ChIPs of WT and *Lmo2^−/−^* cells based on their signal ratio (Supplementary Figure S7A), which indeed showed a clear population of TAL1 peaks exclusive for *Lmo2^−/−^* cells. The average TAL1 ChIP signal distribution showed that TAL1 peaks in the *Lmo2^−/−^* cells have a lower intensity than in WT cells (Supplementary Figure S7B). Additionally, TAL1 peaks specific to the *Lmo2^−/−^* cells did not overlap with the WT LMO2 ChIP signal, or increased accessibility of the chromatin. Analysis of the E-box and GATA motif distribution indicated a striking reduction of E-box motifs and absence of GATA motifs at these sites (Supplementary Figure S7A). Our results suggest that the TAL1/LMO2 interaction is essential for the correct TAL1 DNA binding and thereby for the positioning of TAL1/LMO2/LDB1 complex. Experiments where LMO2 deficiency was corrected by an inducible LMO2 transgene showed a clear rescue of both LMO2 and TAL1 binding at target sites (Supplementary Figure S8).

### Strong LMO2 binding sites correspond to differentially expressed genes

We next correlated ChIPseq binding data with differential gene expression. To this end, we determined the WT/*Lmo2^−/−^* ratio of gene expression of the nearest genes to the LMO2/TAL1/LDB1 triple peaks, in HBs and HE1 and ranked them according to the WT LMO2 peak signal intensity (Figure 7A). There was a clear positive correlation between the top triple peaks and the gene expression of the nearest genes in HBs, indicating that these genes were particularly sensitive to the absence of the LMO2 complex. Less strong peaks correlated less often with changes in gene expression. In comparison, the correlation between the HB triple peaks and the gene expression at the HE1 stage showed a much more extensive effect on gene expression, which was along all the peaks and correlated with both up and down regulation (Supplementary Figure S9). Gene ontology analysis of biological processes for these genomic coordinates revealed almost exclusively haematopoietic processes (Figure 7B). The total number of genes that were determined to be significantly upregulated or downregulated is shown in Figure 7C. Hierarchical clustering of these gene expression levels, including the gene expression from *Tal1^−/−^* HBs, resulted in three clusters (Figure 7D). Cluster 3 contained genes that failed to upregulate in *Lmo2^−/−^* HE1. This cluster contained a large number of genes encoding transcription factors with known involvement in haematopoietic development, such as *Rxra, Stat3, Stat5b, Ebf1, Nfatc1, Gata2, Sox7, Runx1t1* (ETO) and *Pbx1*. 

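None of the genes Rxra, Stat3, Stat5b, Ebf1, Nfatc1, Gata2, Sox7 and Runx1t1 was called between the HE1 libraries labelled WT and Lmo2-/- by limma. Stat3 had 43.7 and 44.2 FPKM in WT and 14.2 and 15.8 in Lmo2-/-, a log2 fold change of -1.49 (standard error 0.72, limma adjusted p = 0.261). Nfatc1, at -0.78, and Sox7, at -0.46, were also lower in both Lmo2-/- libraries. Ebf1, with a log2 fold change of -1.13, was listed at 0 in Lmo2-/- replicate 1 and had 9.85 FPKM in replicate 0. Rxra had 6.47 and 6.31 FPKM in WT and 14.3 and 38.4 in Lmo2-/-, a log2 fold change of 1.73 (standard error 0.75, limma adjusted p = 0.211). Runx1t1 had 4.32 and 6.93 FPKM in WT and 16.0 and 119 in Lmo2-/-, a log2 fold change of 2.80 (standard error 0.76, limma adjusted p = 0.054, from 0.0334 to 0.547 over the alternatives). Those of Stat5b and Gata2 were 0.33 and 0.19, with overlapping libraries. With quantile normalization they turned to -0.06 and -0.24. The log2 fold changes of the authors' condition FPKM were negative for 6 of these genes between the HE1 groups. They were -1.45 for Nfatc1, -1.43 for Stat3, -1.09 for Sox7, -0.69 for Gata2, -0.30 for Ebf1 and -0.17 for Stat5b. Those of Rxra and Runx1t1 were 1.2 and 1.9. Only Runx1t1 had a q below 0.05 in the authors' deposited table, at 0.0239. From Lmo2-/- Flk-1+ cells to the HE1 libraries labelled Lmo2-/-, Rxra (log2 fold change 2.13), Stat5b (1.88), Nfatc1 (2.44), Sox7 (4.29) and Runx1t1 (3.41) were called higher by limma, and Stat3 (0.66), Ebf1 (-0.23) and Gata2 (1.79) were not called. From WT Flk-1+ cells to the HE1 libraries labelled WT, Nfatc1 (2.61) and Sox7 (3.70) were called higher. The other genes were not called there: Stat3 (1.84), Runx1t1 (1.15), Stat5b (0.81), Gata2 (0.23), Rxra (-0.28) and Ebf1 (-0.35).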

The lack of LMO2 and absence of haematopoietic differentiation therefore correlates with the absence of a haematopoiesis-specific transcriptional program.

**Figure 7.**
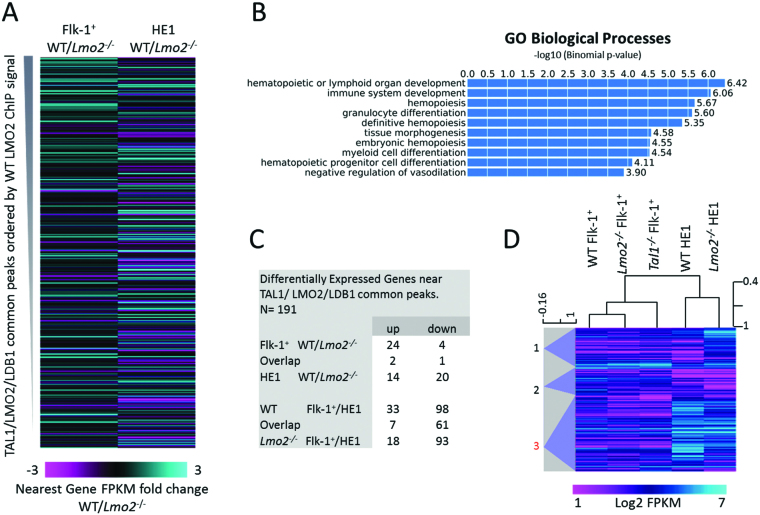
High-affinity LMO2 binding sites in the WT hemangioblasts are in the vicinity of genes that are upregulated in WT HE. (**A**) Heatmap of the FPKM fold change between the WT and *Lmo2^−/−^* for the genes nearest to the LMO2 ChIPseq peaks, at the Flk-1^+^ (left) and HE1 (right) stages. FPKM ratios are ranked according to the WT LMO2 ChIPseq signal. Scale bar represents colour index for the FPKM fold change. (**B**) GREAT gene ontology enrichment analysis for biological process performed on genomic regions of the triple peaks. (**C**) Table showing the number of genes associated with LMO2 ChIPseq peaks that have increased or decreased expression (>4-fold) in WT compared to *Lmo2^−/−^* cells. (**D**) Heat map of hierarchically clustered genes that associate with common TAL1, LMO2 and LDB1 ChIPseq peaks. These genes are either the nearest 5′ or 3′ gene, or contain the peak within the gene body. Scale bar represents colour index for the log_2_ FPKM values. Self-organizing tree analysis identified three clusters, which are numbered 1 to 3.

## DISCUSSION

*Lmo2* is one of few transcriptional regulators which are part of the very core of blood stem/progenitor cell identity. LMO2 is essential for both primitive erythropoiesis and definitive haematopoiesis (25,26). Moreover, LMO2 is required for reprogramming of committed blood cells to induced haematopoietic stem cells (54). Failure to repress *Lmo2/Tal1* or reinstatement of their expression in lineage-committed cells induces stem cell properties (55,56). Recently, we showed that LMO2, in combination with TAL1, was at the start of the generation of a dynamic gene regulatory network programming haematopoietic specification, using *in vitro* ES cell differentiation (37). With the same differentiation system, we now used *Lmo2* and *Tal1* knockout cell lines to gain further understanding of the precise role of LMO2 at these initial stages of haematopoietic development. We found that *Lmo2* expression was established during the development of HBs and that the generation of *Lmo2^−/−^* Flk-1^+^ cells was not affected. However, the progression from HB to HE occurred with reduced efficiency and *Lmo2^−/−^* HE could only give rise to a small number of primitive haematopoietic progenitors. Therefore, *Lmo2^−/−^* cells were not blocked at one developmental stage of haematopoietic specification, but had a progressive defect. These observations are in agreement with the phenotype observed in mice.

Although WT and *Lmo2*^−/−^ ES cells have a similar capacity to produce Flk-1^+^ cells, our experiments showed that LMO2 exerts its function already at the HB stage by positioning the LMO2 complex to regulatory elements important for the establishment of the haematopoietic program. As the peaks identified by the three-way overlap of the LMO2, TAL1 and LDB1 ChIPseq data were the sites with the highest number of reads in each of the independent samples, we conclude that these regulatory elements exhibit the highest affinity for this complex. In the absence of LMO2, binding of TAL1 only remained at the strongest of these binding sites, albeit at a lower level, whereas the majority of TAL1 binding was found at novel binding sites. It has previously been shown that the interaction of LMO2 with TAL1 directly increases the stability of TAL1/E2A heterodimer (57). Experiments with TAL1 DNA-binding deficient mutants showed that DNA-binding activity of TAL1 was dispensable for specification of haematopoietic development (53), only when the interaction of the TAL1 HLH domain with LMO2 was retained (57). In addition, in the presence of LMO2, TAL1 could associate with chromatin in the absence of its DNA binding domain, albeit with a lower affinity (58). Our motif analysis of the three-way overlap of LMO2, TAL1 and LDB1 ChIP indicated a very strong enrichment of GATA binding motifs (Figure 5). Taken together, this indicates that the interaction through LMO2 plays an important role in directing TAL1 to the correct binding sites, whereas without LMO2, TAL1 has lower DNA binding activity and specificity. Comparison of our data to previously published LDB-1 ChIPseq data in Flk-1^+^ cells (28) and in Lin^−^ bone marrow (59) showed that the overlap is particularly enriched for those LDB1 peaks that are part of the three-way overlap (83% and 51% of LMO2, TAL1 and LDB1 ChIP peaks respectively). In addition, our and previous studies identify the same list of target genes (e.g. Tal1, Gata2, Runx1, Lmo2, Runx2t2 and Sox7). Intersecting the lists of differentially expressed genes reported by Mylona *et al.* indicated that the *Ldb1^−/−^* was more similar to the *Tal1^−/−^*, in line with the developmental block occurring earlier than in the *Lmo2^−/−^*.

Meta-analysis of the LMO2 complex binding sites identified an overrepresentation of regulatory elements important for haematopoietic development. These included transcription factor genes known to be important at the HB stage (e.g. *Fli1* (52,59), *Gata2* (32), *Erg* (55)), genes that are important for the HE and endothelial-haematopoietic transition (e.g. *Gfi1* (60)), those with known haematopoietic stem cell function (e.g. *Lyl1* (61), *Stat3* (62)), and transcription factors with more lineage restricted functions (e.g. *Ebf1* (63), *Gata1* (64), *Nfe2* (65)). Our findings indicate that already at the HB stage, LMO2 primes transcription factor genes which will be upregulated at later stages of haematopoiesis and thus regulates all steps of haematopoietic development.

TAL1 and LMO2 are clearly intimately linked in their function and their knock-out phenotypes are similar. *In vitro* differentiation of *Lmo2^−/−^* cells demonstrated less severe differentiation defects than observed in *Tal1^−/−^*(20). *Lmo2^−/−^* Flk-1^+^ cells showed reduced *Tal1* mRNA and protein levels, whereas in *Tal1^−/−^* Flk-1^+^ cells *Lmo2* mRNA was completely lost, indicating that TAL1 is required for the initiation of *Lmo2* expression. This is in contrast to studies in zebrafish, which showed that the absence of TAL1 or LMO2 did not influence the mRNA expression of the other (66,67), although injection of *Tal1* mRNA in zebrafish embryos could induce *Lmo2* expression in somitic paraxial mesoderm (68).The residual DNA binding by remaining TAL1 protein is likely the reason why a fraction of *Lmo2*^−/−^ cells differentiate from HB to HE1 and give rise to primitive haematopoietic progenitors. The comparison of *Lmo2^−/−^* to WT HE may serve to define the differences between primitive and definitive HE of the mouse. Also, it was shown that *Tal1^−/−^* cells do not upregulate *Runx1* expression and that the differentiation defect could be partially rescued by introduction of RUNX1 (69). In contrast, *Lmo2^−/−^* HE1 does express *Runx1*, indicating that its upregulation is not adversely affected by the absence of LMO2. 

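Runx1 (XLOC_014811) had 5.91 and 5.42 FPKM in the HE1 libraries labelled WT and 13.1 and 7.83 in those labelled Lmo2-/-, a log2 fold change of 0.75 (standard error 0.49, limma adjusted p = 0.415). In Flk-1+ cells it had 12.0 ± 4.63 FPKM in WT, 5.11 ± 1.85 in Lmo2-/- and 4.54 ± 1.28 in Tal1-/- (SD, n = 3 each), with log2 fold changes from WT of -1.08 and -1.20 and no overlap of the libraries with WT in either. The interaction of genotype and stage was 1.82 on the log2 scale (limma adjusted p = 0.259). From the expression in HE1, the paper reasons that the upregulation of Runx1 is not adversely affected by the absence of LMO2.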

As RUNX1 is vitally important for the HE identity and the transition from HE to haematopoietic progenitors (38), this could represent a crucial difference between *Lmo2^−/−^* and *Tal1^−/−^* cells.

The *in vitro* differentiation of ES cells to the haematopoietic fate with particular transcription factors knocked out, has served as a great tool to further our understanding of how transcriptional networks operate throughout differentiation programs (20,28,36,38,60,69,70). Several of these studies have used induced expression of transcription factors to understand their capacity to rescue the observed knock-out phenotype. Given that the *Lmo2^−/−^* phenotype is progressive through differentiation and that this seems reflected in the developmental spread of the affected target genes, multiple target genes may need to be induced before haematopoietic development is efficiently restored.

## ACCESSION NUMBER

Genome wide data reported in this study are available from the NCBI Gene Expression Omnibus portal (GEO: GSE99938).

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: LMO2 is required for TAL1 DNA binding activity and initiation of definitive haematopoiesis at the haemangioblast stage
**Source:** Nucleic Acids Res. 2017 Jun 30;45(17):9874–88. doi: 10.1093/nar/gkx573
**Supplement:** Supplementary Data

## Supplementary Material and Methods

### Generation of *Lmo2*<sup>-/-</sup> ES cell line with doxycycline-inducible LMO2 (iL2KO)

For the creation of the LMO2 rescue, we used the E14Tg2a-derived A2lox (kindly provided by Professor Kyba, Department of Pediatrics, University of Minnesota, USA) ES cell line. A2lox ES cells express the reverse tetracycline transactivator from the *Rosa26* locus and carry a cassette containing a tetracycline response element, loxP-lox2272 sites and the neomycin $\Delta$ ATG-resistance gene upstream of the *Hprt* gene. For targeting the *Lmo2* gene, we made use of the *Lmo2* targeting construct, harbouring a hygromycin resistance gene, as described in Yamada et al. (2000). We replaced the hygromycin resistance gene for the blasticidin resistance gene, creating a second targeting vector. Cells were first transfected with the blasticidin targeting construct and subsequently underwent selection using 8  $\mu$ g/ml blasticidin (Thermo Fisher) and 2  $\mu$ M ganciclovir (Sigma). Single colonies were picked and after confirmation of the *Lmo2*<sup>+/-</sup> genotype underwent a second round of targeting using the hygromycin targeting construct. Cells were selected using 300  $\mu$ g/ml hygromycin B (Thermo Scientific) and 2  $\mu$ M ganciclovir, after which single colonies were picked and the *Lmo2*<sup>-/-</sup> genotype confirmed. To introduce the *Lmo2* cDNA behind the doxycycline-inducible promoter, the mouse *Lmo2* cDNA, with an N-terminal HA-tag, followed by an IRES-GFP was subcloned into the p2Lox targeting vector. Cre / Lox recombination was used to insert p2Lox into the inducible locus as described by Kyba et al. (2003), followed by selection with 400  $\mu$ g/ml G418 (Thermo Fisher) and picking of single colonies. For ChIP analysis, the resulting iL2KO cells were differentiated as described and, where indicated, cells were treated with 1  $\mu$ g/ml doxycycline for 16 hours prior to harvesting of Flk-1<sup>+</sup> cells.

### Western blotting

Western blotting was performed as described, using antibodies raised against GATA2 (R&D systems AF2046), HEB (Santa Cruz sc-357), E2A (Santa Cruz sc-763) and RUNX1 (Abcam Ab23980).

### Principal Component Analysis

Cuffnorm ( 2.2.1.1) was used on bam files for the FPKM normalisation. The Principal Component Analysis (PCA) was carried out on the FPKM values of each experiment and was calculated using “prcomp” function implemented in R (R Core Team, 2014) and the scatterplot3d R package was used for the PCA 3D plot.

## References:

Yamada Y, Pannell R, Forster A, Rabbitts TH (2000) The oncogenic LIM-only transcription factor Lmo2 regulates angiogenesis but not vasculogenesis in mice. *PNAS* **97**, 320-324

Kyba M, Perlingeiro RC, Hoover RR, Lu CW, Pierce J, Daley GQ (2003) Enhanced hematopoietic differentiation of embryonic stem cells conditionally expressing Stat5. *PNAS* **100** Suppl 1, 11904–11910

R Core Team (2014). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. URL <http://www.R-project.org/>.

A

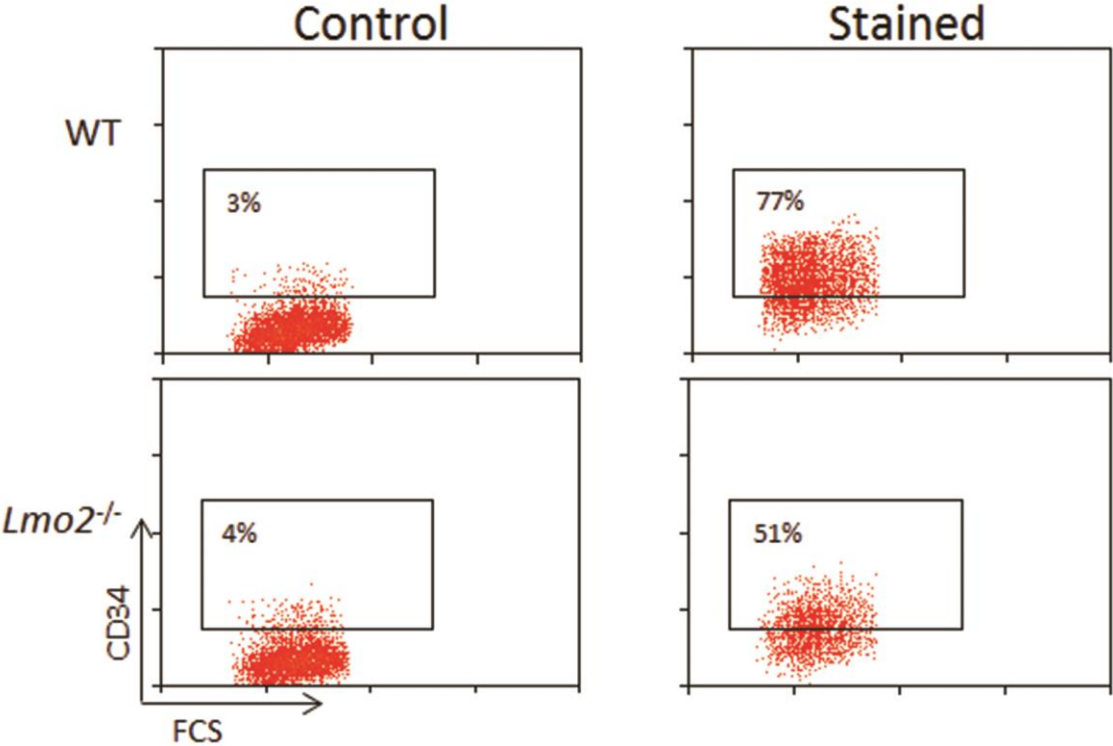

B

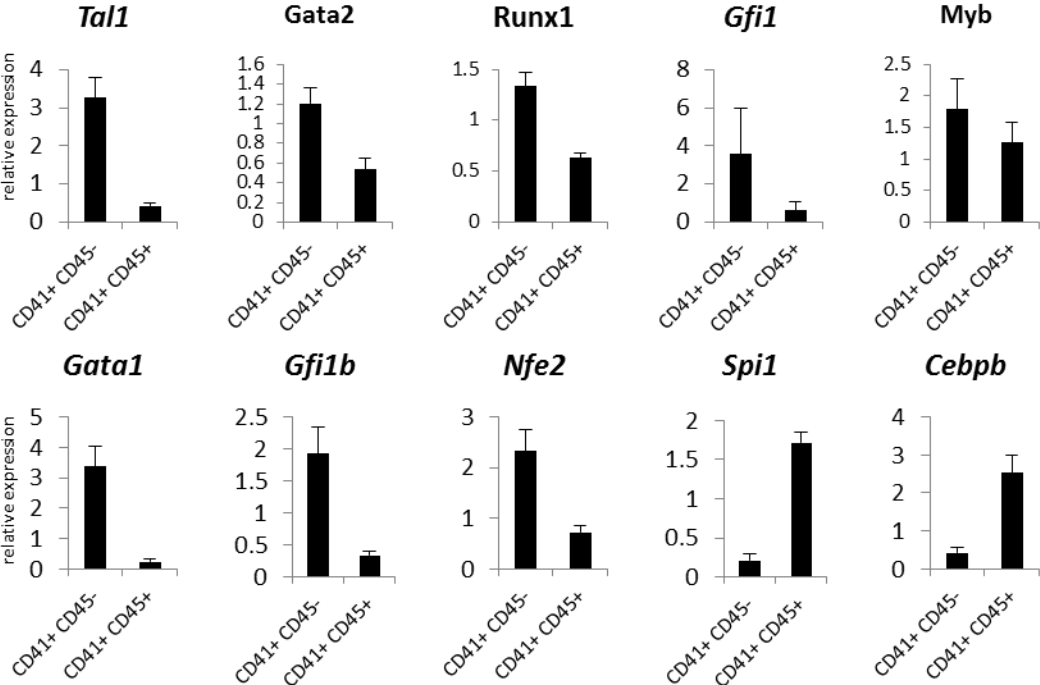

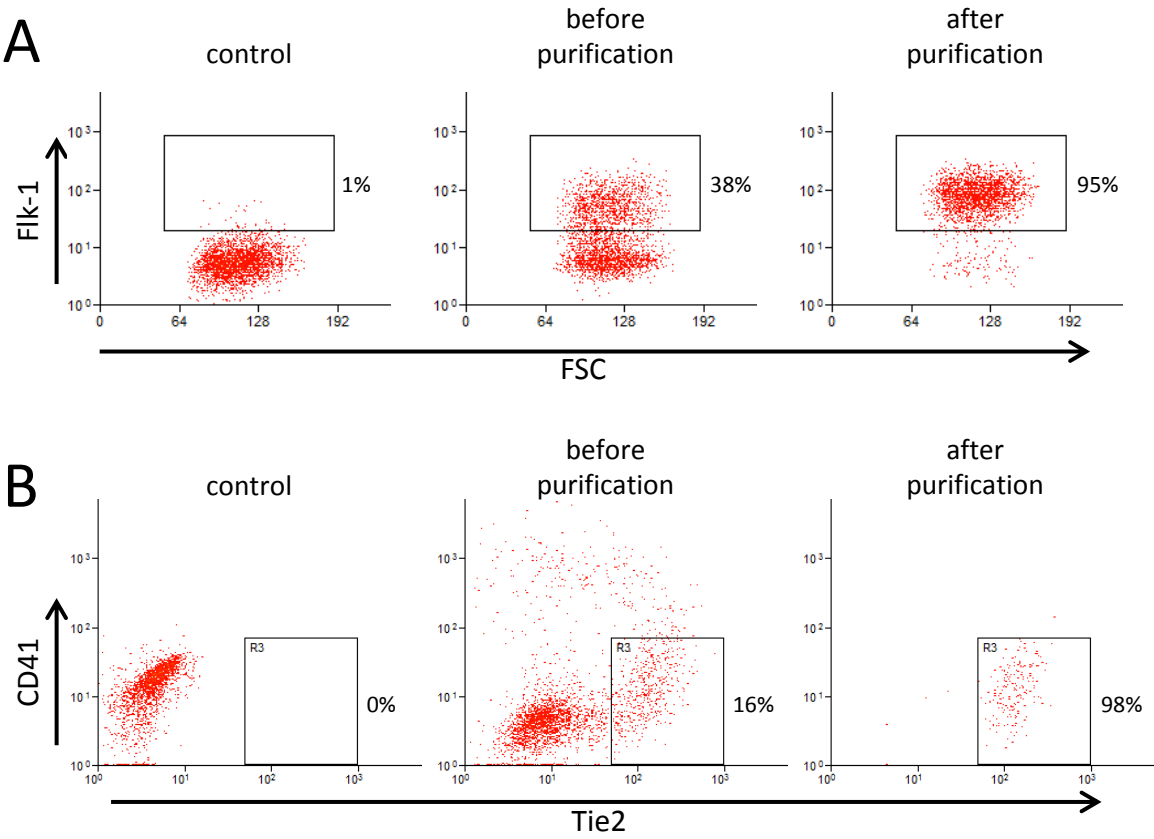

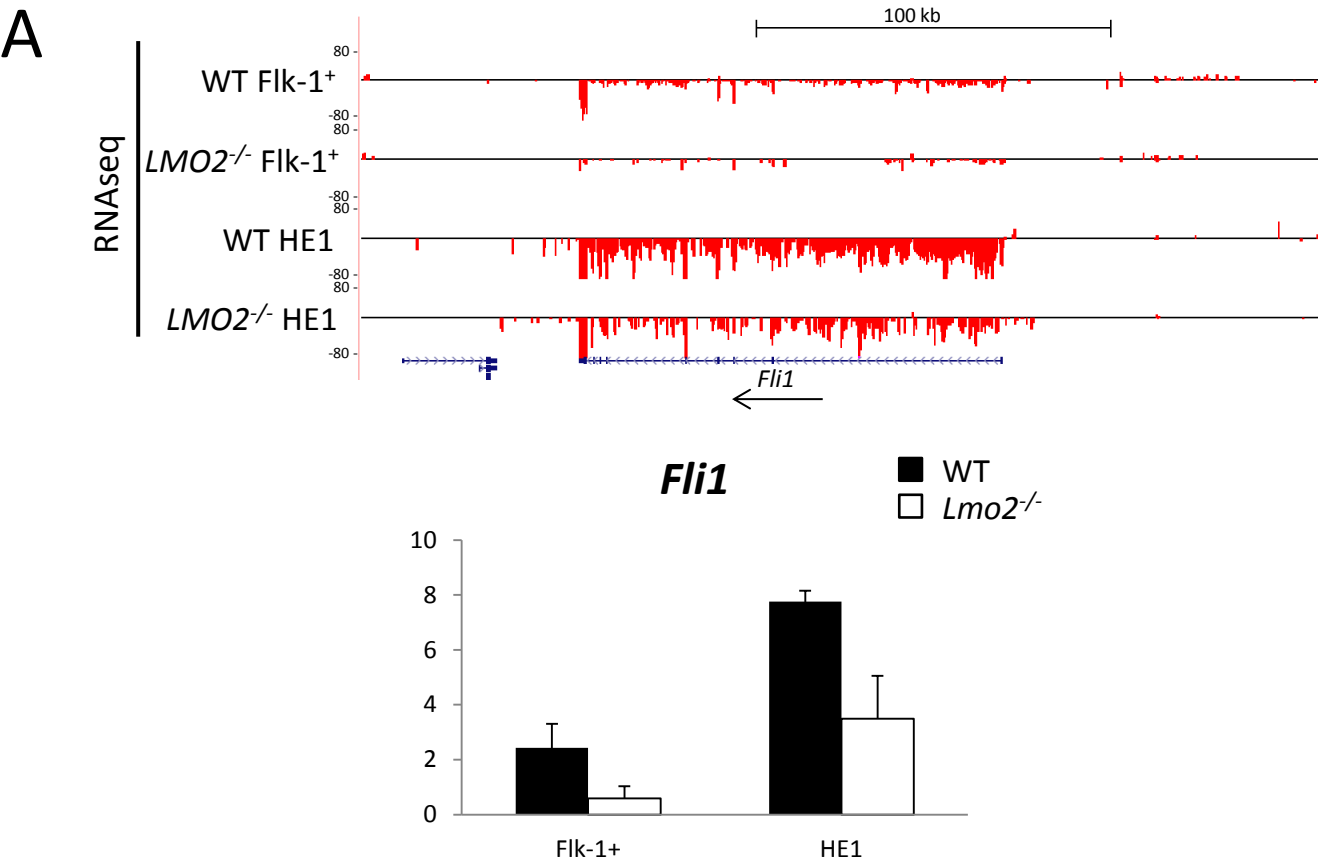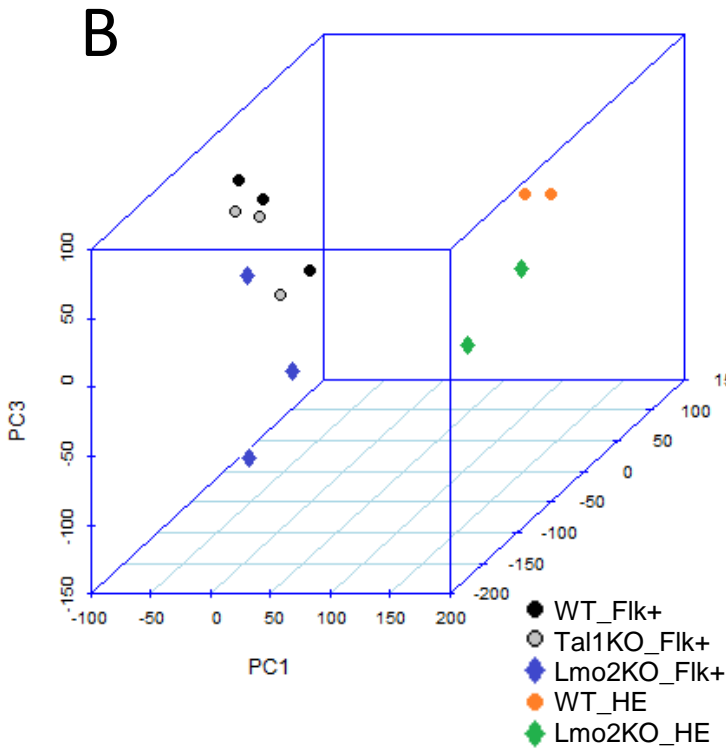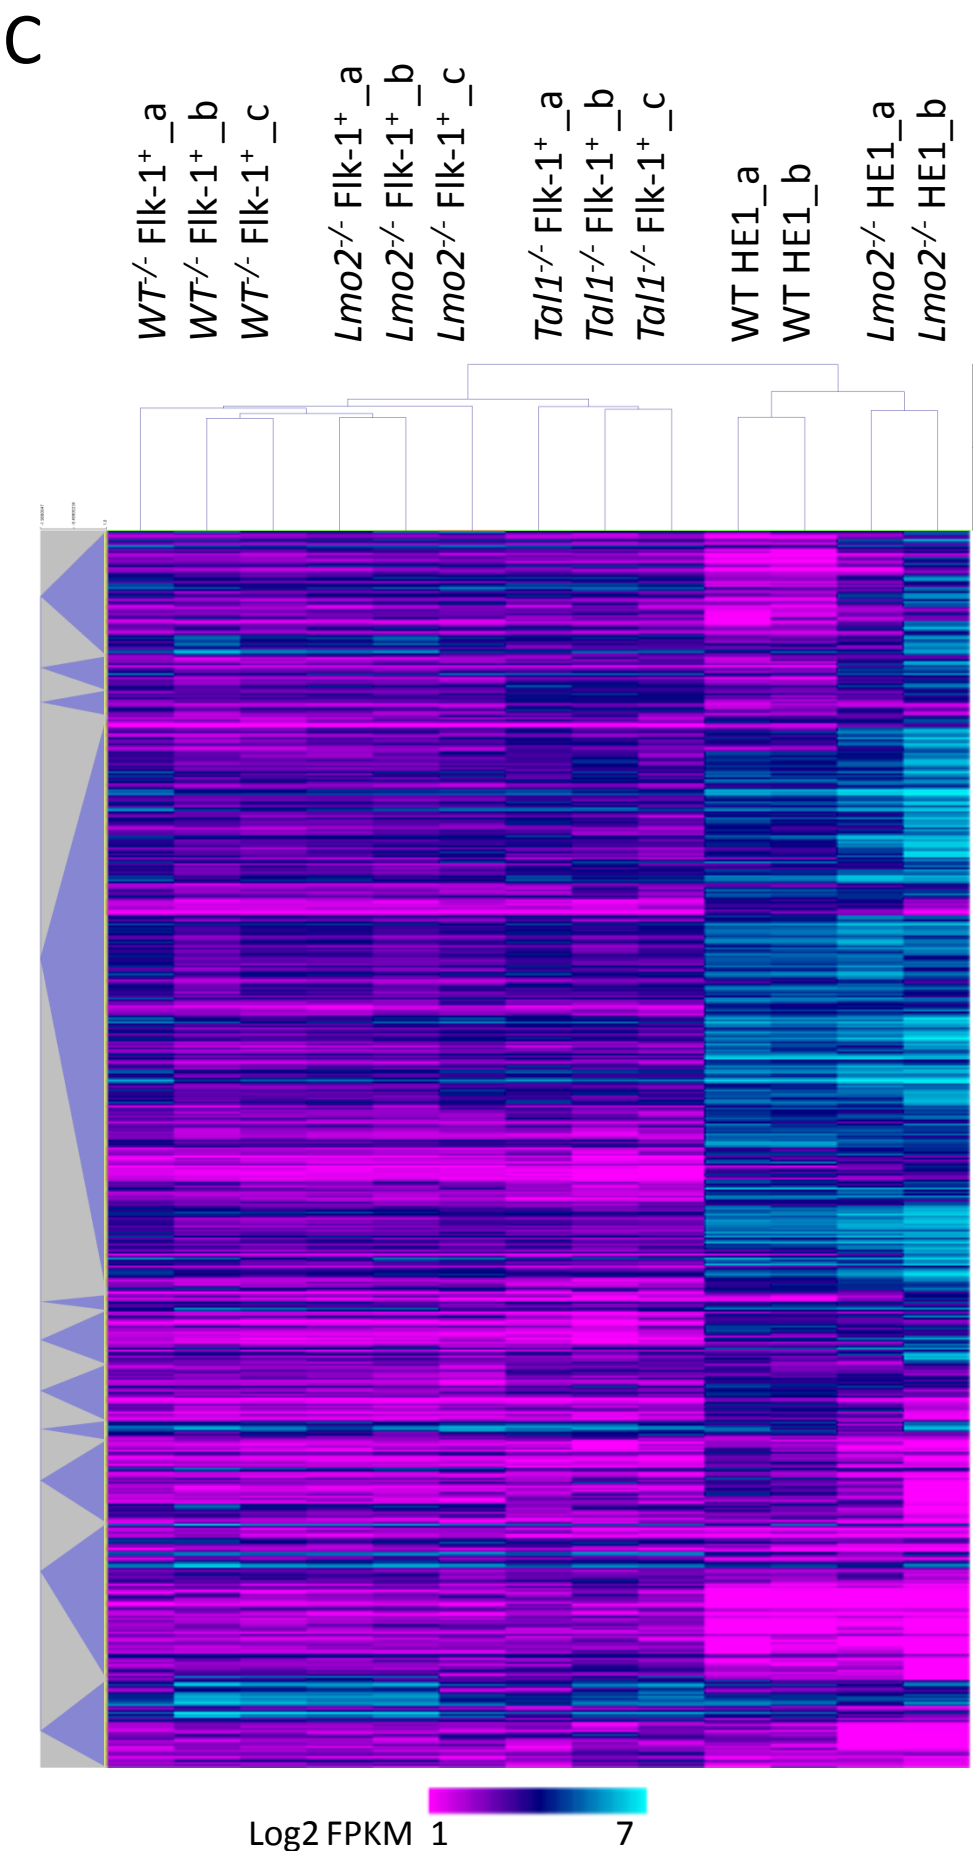

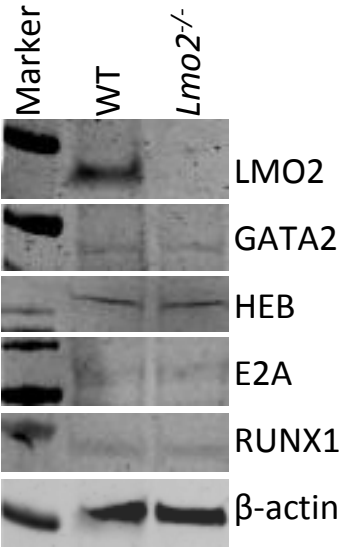

Bootstrapping analysis; top 10% WT/*Lmo2*<sup>-/-</sup> DHSs

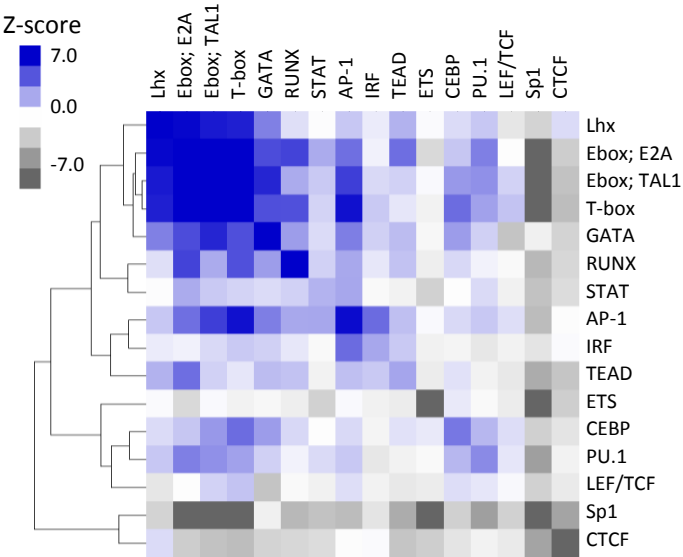

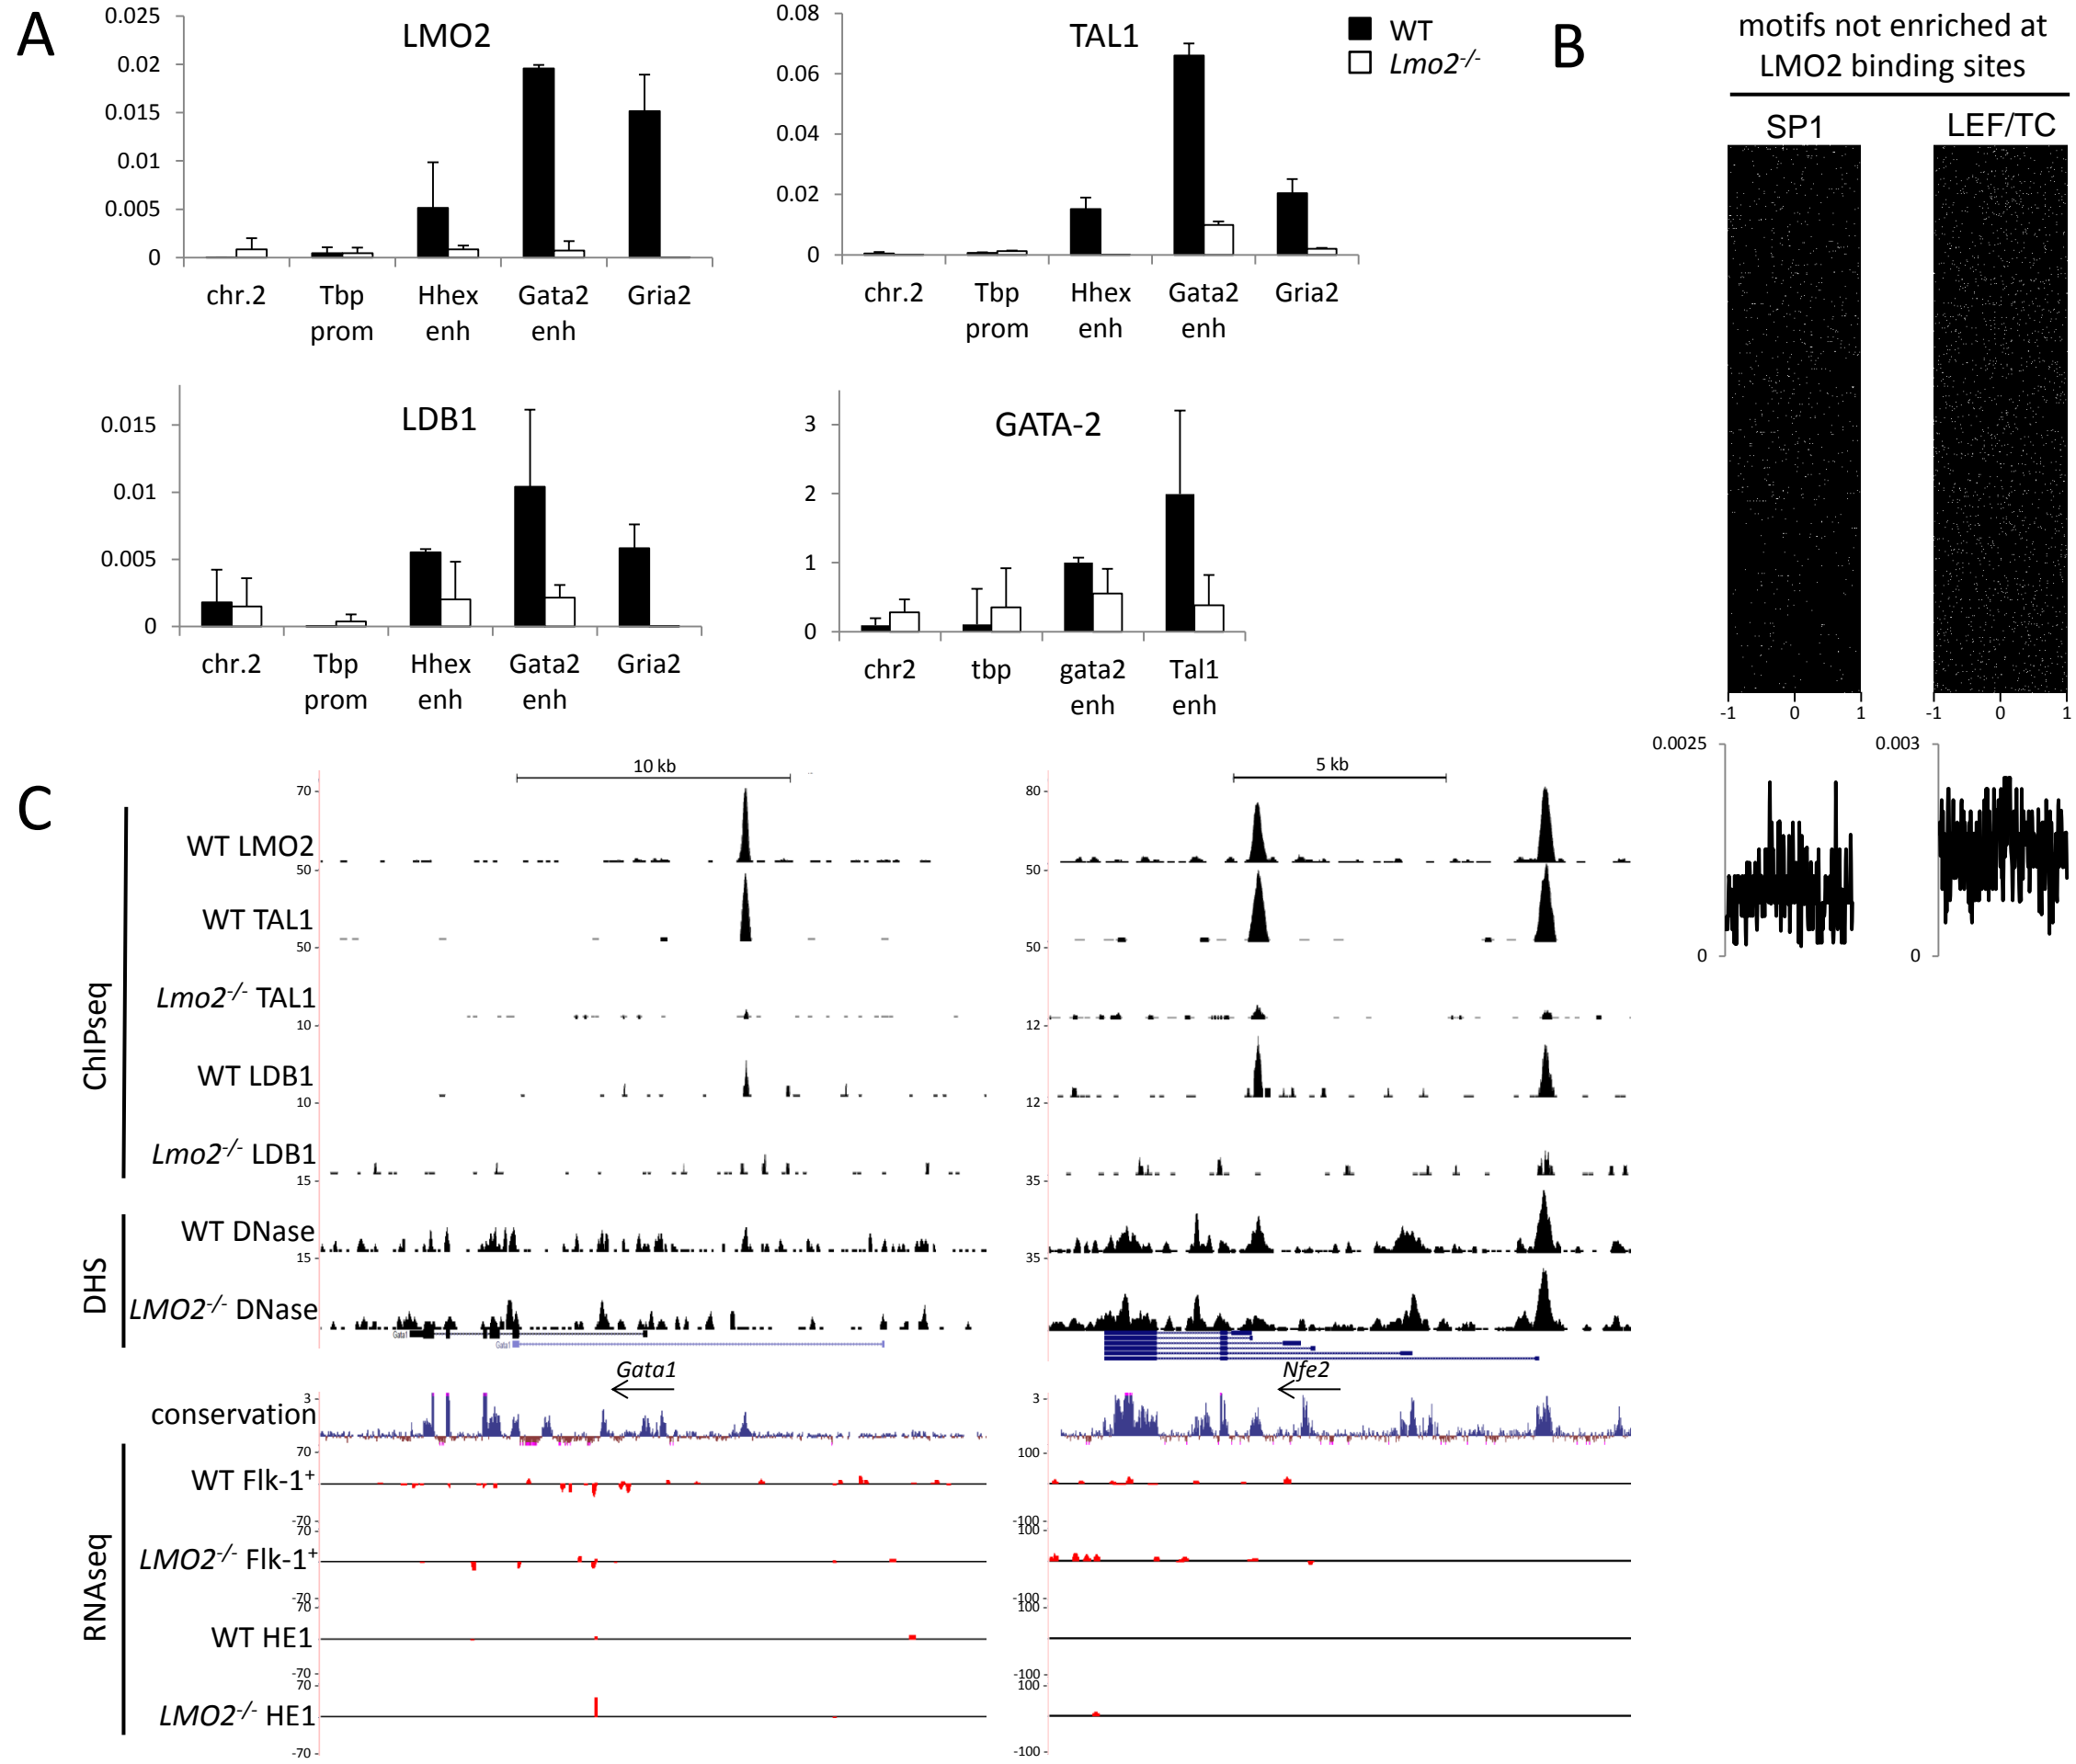

A

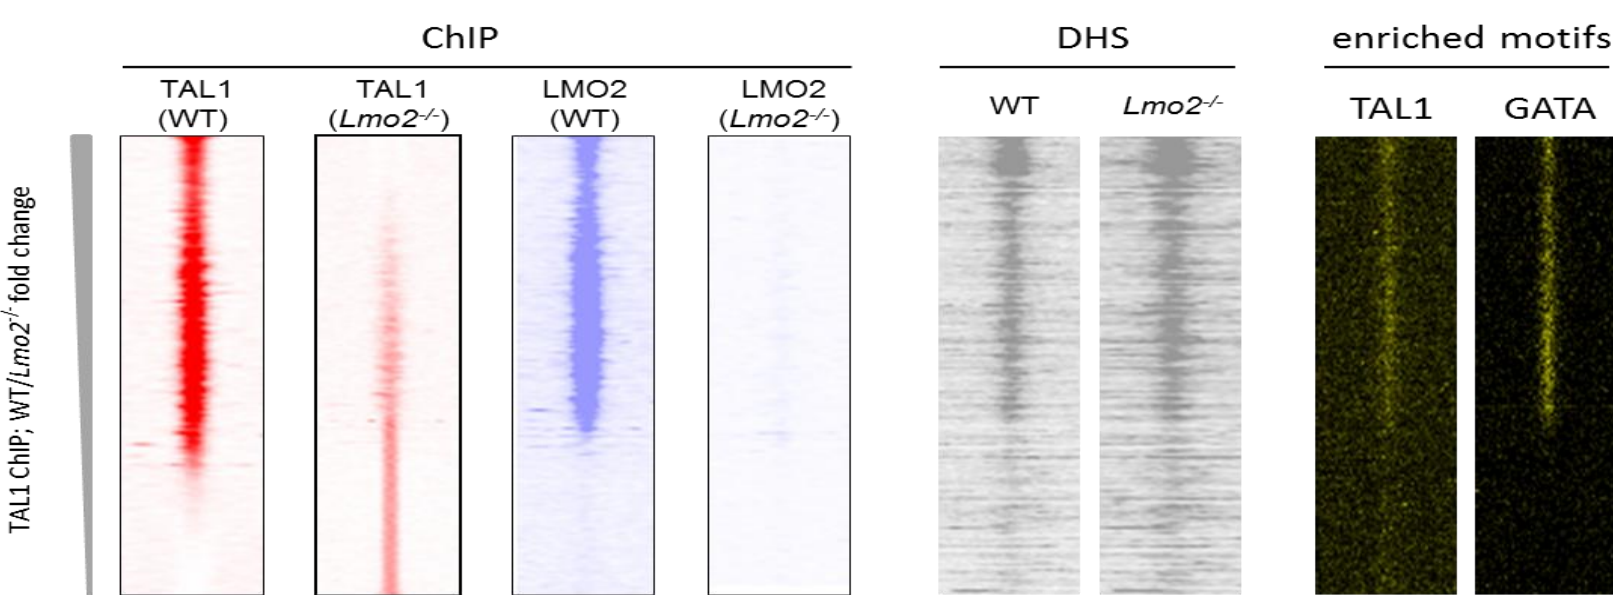

B

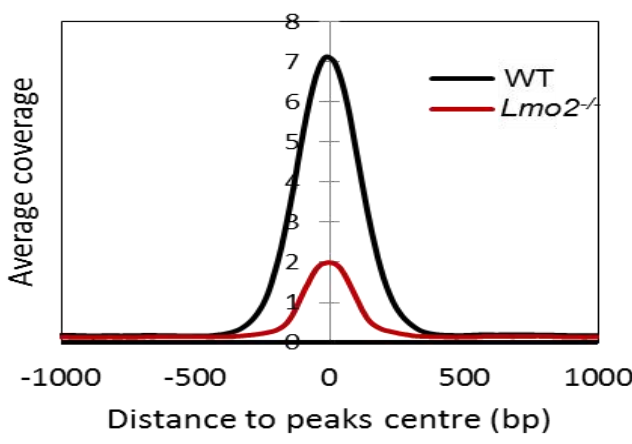

A

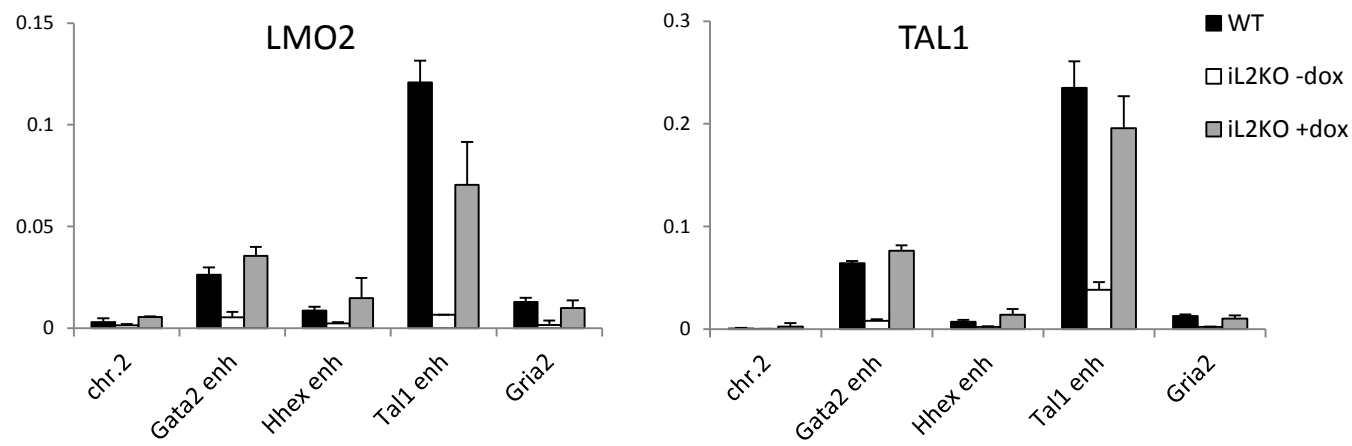

B

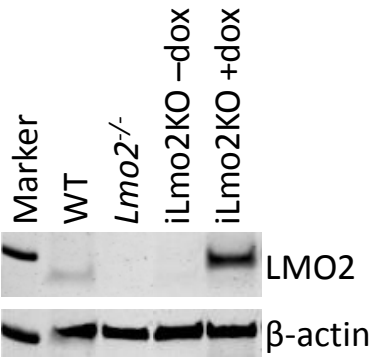

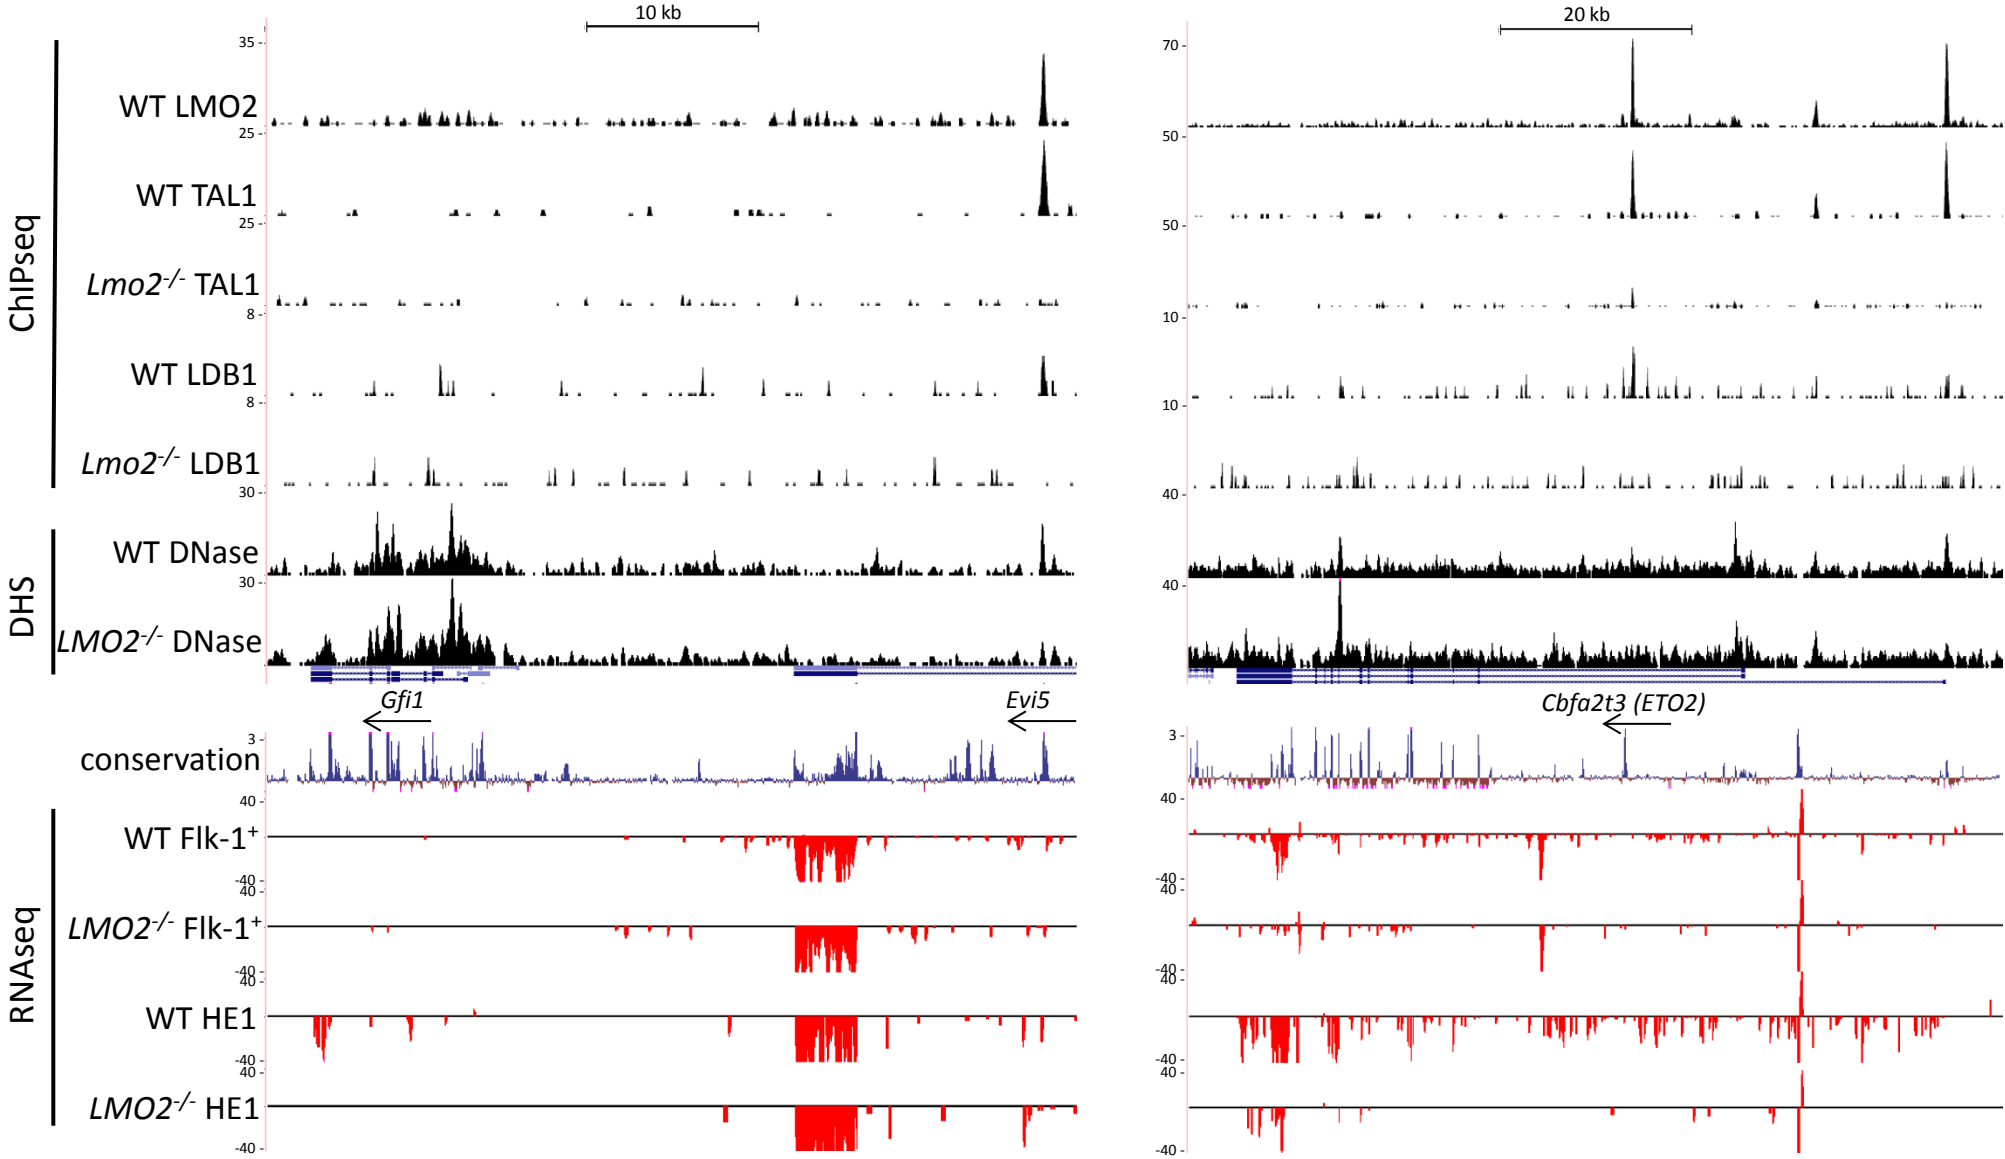

**Figure S1. Gene expression analysis on haematopoietic progenitors.**

Relative expression levels of transcription factor genes in sorted populations of WT CD41<sup>+</sup>; CD45<sup>-</sup> (n=7) and WT CD41<sup>+</sup>; CD45<sup>+</sup> (n=6) haematopoietic progenitors were measured by qPCR in duplicate relative to *Hprt* ± SEM.

**Figure S2. Purity confirmation of isolated populations**

**(A)** EB-derived cells were stained for Flk-1 surface expression prior to and after MACS sorting. **(B)** Cells from day 2 blast culture were stained for Kit, Tie2, and CD41 surface expression and sorted. The profile before and after the FACS sort are shown.

**Figure S3. Genome browser tracks and validation.**

**(A)** UCSC browser tracks illustrating the distribution of reads over the *Fli1* gene. Uniform values for the y-axis were used for each genomic region and positive and negative values correspond to the direction of the transcripts. Gene expression levels of *Fli1* as measured by qPCR are shown below the plot. Data represent the mean of three independent samples measured in duplicate relative to *Hprt* ± SEM. **(B)** Principle component analysis of the thirteen RNAseq samples used in this study, based on the total normalized FPKM values. **(C)** Hierarchical clustering analysis of the thirteen RNAseq samples used in this study, based on the normalized FPKM values of differentially expressed genes.

**Figure S4. Western blot analysis.**

Protein levels of LMO2, GATA2, HEB, E2A, RUNX1 and β-actin as detected by western blotting using nuclear extract from WT and *Lmo2*<sup>-/-</sup> Flk-1<sup>+</sup> cells.

**Figure S5. Co-localisation of transcription factor binding sites.**

Bootstrapping analysis showing the co-localisation of transcription factor binding motifs, using the top 10% of the DHS ranked by WT/*Lmo2*<sup>-/-</sup> ratio.

### Figure S6. ChIP data analysis.

**(A)** ChIP qPCR experiments measuring the enrichment of LMO2, TAL1, LDB1 and GATA2 ( $\alpha$ GATA-2; Santa Cruz sc-9008) enrichment at a heterochromatin region of Chr2 (negative control), the euchromatic *Tbp* promotor (negative control), *Hhex* intronic enhancer, *Gata2* intronic enhancer, *Gria2* intronic element and Tal1 downstream enhancer. Bars represent mean of three independent experiments, measured in duplicate  $\pm$  standard deviation. **(B)** SP1 and LEF/TCF motif distribution matrices according to the WT LMO2 ChIP signal, with average distribution profiles below. **(C)** Two screenshots from the UCSC browser showing LMO2, TAL1 and LDB1 binding profiles and DNaseI accessibility in WT and *Lmo2*<sup>-/-</sup> Flk-1+ cells, and RNAseq of WT and *Lmo2*<sup>-/-</sup> Flk-1+ and HE1 cells at the *Gata1* and *Nfe2* loci. Uniform y-axis scales were used for all RNAseq tracks and for each WT to *Lmo2*<sup>-/-</sup> pairwise comparison.

### Figure S7. TAL1 localisation in *Lmo2*<sup>-/-</sup> cells.

**(A)** TAL1 and LMO2 ChIPseq data, DHS, and enriched TAL1 and GATA motifs in WT and *Lmo2*<sup>-/-</sup> Flk-1+ cells, ranked according to the ratio of the TAL1 ChIP signal between WT and *Lmo2*<sup>-/-</sup> cells, each showing a window from -1kb to +1kb around the centre of the TAL1 peaks. **(B)** Average coverage of the reads at TAL1 peaks in WT (black line) and *Lmo2*<sup>-/-</sup> (red line) Flk-1+ cells.

### Figure S8. Rescue of *Lmo2*<sup>-/-</sup> cells by inducible expression of LMO2.

**(A)** LMO2 and TAL1 ChIP analysis of Flk-1+ cells isolated from WT and iL2KO EBs. HA-LMO2 transgene expression was induced in iL2KO cells by treatment 1  $\mu$ g/ml doxycycline for 16 hours prior to harvesting or vehicle as a control. Measurements were performed by qPCR at a heterochromatin region of Chr2 (negative control), *Hhex* intronic enhancer, *Gata2* intronic enhancer, *Gria2* intronic element and Tal1 downstream enhancer. Bars represent mean of three independent experiments, measured in duplicate  $\pm$  standard deviation. **(B)** Western blot showing LMO2 and  $\beta$ -actin expression in the indicated cell types.

**Figure S9. Screenshots of the *Gfi1* and *Cbfa2t3* loci.**

Two screenshots from the UCSC browser showing LMO2, TAL1 and LDB1 binding profiles and DNaseI accessibility in WT and *Lmo2*<sup>-/-</sup> Flk-1<sup>+</sup> cells, and RNAseq of WT and *Lmo2*<sup>-/-</sup> Flk-1<sup>+</sup> and HE1 cells at the *Gfi1* and *Cbfa2t3* (encoding ETO2) loci. Uniform y-axis scales were used for all RNAseq tracks and for each WT to *Lmo2*<sup>-/-</sup> pairwise comparison.

**Supplementary Table 1. Primers used in the qPCR experiments.**

| <b>PRIMERS FOR GENE EXPRESSION</b> |                          |                          |
|------------------------------------|--------------------------|--------------------------|
| TARGET                             | FORWARD 5'               | REVERSE 3'               |
| Gata2                              | GCCTGTGGCCTCTACTACAAGCT  | CCGATTCCGGGTCTGGAT       |
| Eomes                              | AAAGTCTTCCGGGACAATA      | TAATATCGGGCTTGAGGCAA     |
| Erg                                | AGGAGCTGTGCAAGATGACA     | TCAGATGTGGAAGGGGAGTC     |
| Lmo2                               | ACGGAAATTGTGCAGGAGAG     | ACCCGCATCGTCATCTCATA     |
| Tal1                               | CCAACAACAACCGGGTGAAG     | GCCGCACTACTTTGGTGTGAG    |
| Fli1                               | GCTGTTGTGCGACCTCAGTTAC   | TCGTGAGGACTGGTCTGTATGG   |
| Runx1                              | AGATTCAACGACCTCAGGTTTG   | CGGATTTGTAAAGACGGTGATG   |
| Gfi1                               | GTGAGCCTGGAGCAACACAA     | CTCTTGAAGCTCTTGCCACAGA   |
| Gfi1b                              | AGACCTTGGCATGGAACACAAT   | GACTCAGAGAGTGGTGATTCCC   |
| Myb                                | TGAACCCTGAACTCATCAAAGGT  | GACCAACGCTTCGGACCATAT    |
| Gata1                              | GTCAGAACCGGCCTCTCATC     | GTGGTCGTTTGACAGTTAGTGCAT |
| Spi1                               | CCATAGCGATCACTACTGGGATTT | TGTGAAGTGGTTCTCAGGGAAGT  |
| Cebpb                              | GTTTCGGGACTTGATGCAATC    | CGCAGGAACATCTTTAAGGTGAT  |
| Nfe2                               | TCCTCAGCAGAACAGGAACAG    | GGCTCAAAGATGTCTCACTTGG   |
| Hprt                               | AGCGTCGTGATTAGCGATGA     | TTCCAAATCCTCGGCATAATG    |
| <b>PRIMERS FOR CHIP ANALYSES</b>   |                          |                          |
| TARGET                             | FORWARD                  | REVERSE                  |
| Chr.2                              | AGGGATGCCCATGCAGTCT      | CCTGTCATCAGTCCATTCTCC    |
| Tbp                                | TGCAGTCAAGAGCGCAACTG     | CACCGCTACCGGACTCGAT      |
| Gata2                              | GGAGTTTCCTATCCGGACATC    | AGTCGAGGTGGCTCTGAAAAC    |
| Hhex                               | CTGACCCTTTCCGTTCATACA    | AATCAGCAGCGTGCACTACTC    |
| Gria2                              | ACCACCTGCAAATCTTCCCC     | CTACCATTTCGGCCTCCAG      |
| Tal1                               | TGACCTACAGCTCTCCTCCC     | AGTCTGAGATTAGGCCCCGT     |

How the deposited data were processed for this re-analysis (not part of the article)

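RNAseq libraries of Flk-1+ cells (3 each of WT, Lmo2-/- and Tal1-/-) and of HE1 (2 each of WT and Lmo2-/-) were used. The authors aligned the reads with TopHat to GRCm38, assembled transcripts with Cufflinks and merged them with Cuffmerge. The authors deposited FPKM per library from Cuffnorm, and FPKM per condition from Cuffdiff with the replicates pooled and quartile normalization. The deposited comparison table of the authors holds Cuffdiff p-values and q-values for each pair of conditions. It also holds the log2 fold changes that the authors computed from the condition FPKM. Every per-sample column was used, so 0 were left out. The files give no fragment counts, so no interval or smallest detectable share can be given.

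Genes with a locus longer than 200 bp (42236 of 45250) and an FPKM of at least 1 in at least 2 of the 13 libraries were tested, 13802 in all. limma 3.58.1 in R 4.3.3 was fitted with a mean-variance trend to log2(FPKM + 1) of all 13 libraries with group as the factor. The 6 pairwise comparisons and the interaction of genotype and stage were two-sided and adjusted by Benjamini-Hochberg, with calls at an adjusted p below 0.05 and a mean FPKM above 10 in at least 1 group compared. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. Single genes also had an exact permutation test, two-sided, which cannot go below 0.10 for 3 against 3 libraries or 0.333 for 2 against 2. Gene positions are from GENCODE M21.

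The comparisons, their tests, the lists of marker genes and most alternatives were set before the data were examined. The named genes were those that the paper names in its Results, its Discussion or the legends of its figures, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among the calls whose libraries do not overlap; 2 of these genes are not reported here. Alternatives were another pseudocount, 2 other filters on low values, no FPKM criterion on the calls, quantile normalization, rescaling to a common median, separate fits of the groups compared, no trend, array weights, the replicate number as a block, and each library left out in turn. The replicate numbers come from the column names of the deposited FPKM, and neither these nor the paper state that they pair the libraries. Chosen after seeing the data were a block with crossed replicate numbers, a fit of genes above 0 in all libraries, shares of genes with an unadjusted p below 0.05, and some gene sets of the distances and of the TAL1 peaks. The distances were planned on the limma calls, which held 2 genes; all tested genes, set as an alternative, were used in their place.

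The fit was checked on simulated data, in which 200 genes with a high mean FPKM were changed by 2 on the log2 scale. Apart from this change each gene had the same mean in all groups and the same spread in all libraries. It found 114 of them (57 percent), all with the right sign, with a mean estimate of 1.99 and 6 unchanged genes, among 13467 tested. A first check had asked for a larger share and was replaced by checks of the estimate, the sign and the unchanged genes. The percentiles of gene lists were tested on 2000 simulated lists. Of shifted lists 90.5 percent lay above percentile 95, against 89.8 percent in theory, and of unshifted lists 4.95 percent did. This check replaced earlier ones on fewer lists, the first of which a correct function could fail by chance and did.

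TAL1 peaks were taken from the paper's supplementary tables for the 11 chromosomes listed in full. The relation of LMO2 signal at triple peaks to gene expression could not be computed, because no triple peak is readable in the table, and was not analysed here. The lists of paraxial, neural crest, haematopoietic and pluripotency genes had 4 of 12, 6 of 10, 6 of 12 and 5 of 8 genes tested and were too incomplete, so their medians are void. ChIP, DNase, qPCR and protein data were not analysed here.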

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

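The tests of explanations in this part were chosen only after the result was seen.

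The interaction of genotype and stage was significant for 48 genes, so their Lmo2-/- effects differ between Flk-1+ cells and HE1 by a test of the difference itself. Over the alternatives the count ran from 0 (with 1755 genes at an unadjusted p below 0.05) with the replicate number as a block to 64 without the FPKM criterion, and from 8 to 20 over the fits that each left out 1 Flk-1+ library. Scaling between libraries could account for much of it, as few genes would then remain: 11 of the 48 genes were still called after quantile normalization, although 44 were after rescaling to a common median. Of the 48, 5 were still called with array weights, which gave both Lmo2-/- HE1 libraries a weight of 0.321. In a group of 2 libraries the weights are always equal, so this cannot tell whether 1 library of low quality is the cause. Leaving out an HE1 library leaves 1 in its group, so no call can be made without it. The pattern cannot be told apart from these explanations, and a biological difference between the stages remains a hypothesis.

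Lmo2-/- HE1 replicate 1, which enters this comparison, had fewer genes above 0 and higher values than the other libraries. Fewer fragments may be the reason, since 1 fragment was worth 3.12 times its FPKM in replicate 0. A mislabelled sample was not borne out: its correlation with the other Lmo2-/- HE1 library was 0.776, above those with the WT HE1 libraries (0.728 and 0.723), while replicate 0 correlated more with the WT HE1 libraries (0.830 and 0.841). A share within the range of the other libraries was set to speak against a few genes taking most of the FPKM. This test cannot tell, though, since its 100 highest genes held 95.9 percent of the summed FPKM of loci over 200 bp and every other library had between 92.0 and 99.8 percent.

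Runx1 and Tex15 were lower in every Lmo2-/- library than in every WT library of Flk-1+ cells and higher in every one of HE1. Libraries do not overlap by chance in 10 percent of genes in Flk-1+ cells and 33.3 percent in HE1. The difference between the effects was 1.82 on the log2 scale for Runx1 (limma adjusted p = 0.259, from 0.236 to 0.613 over the alternatives) and 1.73 for Tex15 (limma adjusted p = 0.292, from 0.23 to 0.569), so neither passed. No technical explanation was tested for these genes.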

How the results depend on the processing

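The crossed replicate block, the fits of genes above 0 in all 13 libraries, the distances on the authors' deposited calls and the TAL1 share with an FPKM criterion were chosen after seeing the data. Causes of the changes below were not tested.

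Between WT and Lmo2-/- Flk-1+ cells, 0 genes (307 at an unadjusted p below 0.05) became 1 with an FPKM of at least 10 before the test, quantile normalization, no trend, array weights or genes above 0 in all libraries, and 0 to 2 with a library left out. Between WT and Lmo2-/- HE1, 415 became 626 without the FPKM criterion, 212 with quantile normalization (123 higher and 89 lower, against 297 and 118), 51 with array weights and 0 with the groups compared alone (1453 unadjusted). Between the WT stages, 964 became 629 with the groups alone, 1682 with array weights and 531 to 1124 with a library left out. Between the Lmo2-/- stages, 2707 became 1248 with quantile normalization, 1789 with median rescaling, 1109 with the groups alone, 976 with array weights and 1903 to 2240 with a library left out. The higher and lower genes of the WT stages were 834 and 130, but 464 and 260 with quantile normalization and 531 and 190 with median rescaling. Those of the Lmo2-/- stages were 2379 and 328, but 685 and 563, and 1337 and 452. Quantile normalization moved the median of all genes between the Lmo2-/- stages from 0.30 to 0.02 and of the WT stages from 0.11 to -0.04; median rescaling moved them to -0.03 and -0.11, and that of HE1 from 0.15 to 0. The median of the interaction moved from 0.23 to 0.04 and 0.10.

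Between WT and Tal1-/- Flk-1+ cells, 0 genes (843 unadjusted) became 2 with a pseudocount of 0.1, 5 with quantile normalization, 15 with array weights, 1 with no filter, an FPKM of at least 10 before the test, genes above 0 in all libraries or the crossed replicate block, and 0 to 2 with a library left out. Between Lmo2-/- and Tal1-/-, 2 became 5 with quantile normalization, 8 with array weights, 1 with the crossed block, 0 to 2 with a library left out, and 0 with a pseudocount of 0.1 (803 unadjusted), no filter (1116), the groups alone (1143) and the replicate block (791). The interaction, 48, became 26 with an FPKM of at least 10 before the test, 11 with quantile normalization (9 higher and 2 lower, against 36 and 12), 54 with a pseudocount of 0.1, 43 with no filter, 64 without the FPKM criterion, 44 with median rescaling, 60 without trend, 49 with the crossed block, 12 with the groups alone, 5 with array weights, 25 with genes above 0 in all libraries, 0 with the replicate block (1755 unadjusted) and 8 to 20 with a library left out.

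Over the 4 comparisons of WT and Lmo2-/- cells, 3021 became 1612 with quantile normalization, 1395 with the groups alone and 2006 with array weights; between the stages in either genotype, 2913 became 1561 and 1395 with the first 2. Over the Flk-1+ comparisons, 2 became 9 with quantile normalization, 4 without trend, 20 with array weights, 1 with no filter or the crossed block, and 0 with the groups alone or the replicate block. The same-numbered HE1 libraries had a correlation of deviations of -0.0496, and the block gave 397 genes between WT and Lmo2-/- HE1, Runx1t1 among them.

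In the authors' deposited table, p below 0.05 in place of q gave 502, 719, 2252, 1850, 779 and 855 genes for WT against Lmo2-/- Flk-1+ cells, the same in HE1, the WT stages, the Lmo2-/- stages, WT against Tal1-/- and Lmo2-/- against Tal1-/-. Without the FPKM criterion there were 199, 390, 417 and 420 for the 2 comparisons of WT and Lmo2-/- cells within a stage and the 2 with Tal1-/- cells. The share not expressed in HE1, 4.31 percent, was 7.76 percent below an FPKM of 2 and 29.3 percent below 10. Among genes with an unadjusted p below 0.05 in the limma fit and a mean FPKM above 10, also chosen after seeing the data, it was 11.5 percent. With an FPKM above 10 in any condition of the figure it was 3.47 percent, a fall built in by adding genes above 10 FPKM in an HE1 condition.

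Of the genes of Figure 7D reported for HE1, Gata2 turned from 0.19 to -0.24 with quantile normalization and -0.035 with median rescaling, and Stat5b from 0.33 to -0.058 with quantile normalization. With an HE1 library left out, Gata2 ran from -0.65 to 1.03, Stat5b from -0.27 to 0.92 and Ebf1 from -2.85 to 0.59. In the same fits Rxra ran from 1.05 to 2.41 and Runx1t1 from 1.39 to 4.21, so their size, though not their direction, depended on single libraries. From Lmo2-/- Flk-1+ cells to HE1, Stat3 turned from 0.66 to -0.075 and Ebf1 from -0.23 to 0.008 with quantile normalization, and Ebf1 to 0.064 with array weights; with a library left out Ebf1 ran from -1.95 to 1.49. Of the other values of 50 single-gene results, 21 lost and 10 gained an adjusted p below 0.05 under other settings. With a Flk-1+ library left out 14, all of Tex15, Grb10 or Rxra, lost it and 1, of Gata2, gained it.

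The TAL1 share, 77.4 percent and below that of the other genes, was above it with the TAL1 peaks of Lmo2-/- cells (80.0 percent) and with an FPKM above 10 (84.2 percent). It was 31.7 percent, against 38.2 percent, for genes with an unadjusted p below 0.05 in the limma fit. The cardiac median from WT to Tal1-/- Flk-1+ cells was -0.43, at percentile 1.81 of the random lists. It lay at percentile 3.02 with a pseudocount of 0.1 (-0.60) and 3.54 with quantile normalization (-0.32). With each library left out (-0.42 to -0.15) the percentile ran from 2.64 to 27.3. Between the HE1 groups the cardiac median, 0.06, ran from -0.11 to 0.945 and the endothelial median, -0.80, from -1.03 to -0.31 without each HE1 library. The other medians and the distances kept their direction. The distance on the limma calls, the limma calls near TAL1 peaks and the triple-peak relation gave no value. The alternative for cluster 2 left all 198 genes, so it could not move the result. The unknown number of fragments counted limits what can be said of genes listed at 0.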

Differences from the paper's values

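The paper gives 1777 genes that differ between Flk-1+ cells and HE1; here 2913 did. Among the alternatives set before the data were examined, the value was within 1.5 times the paper's with no filter on low values (2541), quantile normalization (1561), median rescaling (2029), the groups compared alone (1395) and array weights (2002), and not with a pseudocount of 0.1, an FPKM of at least 10 before the test, no FPKM criterion, no trend or the replicate block. The authors' deposited table gives 1782 with an FPKM above 10 in any condition of the figure.

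The paper gives 143 genes between WT and Lmo2-/- Flk-1+ cells; here 0 passed, with 307 at an unadjusted p below 0.05, and none of the alternatives set before the data were examined closed the gap. The authors' deposited table gives 144 with an FPKM above 10 in any condition of the figure and 116 with it in the conditions compared. Fli1, which the paper lists, passed here with quantile normalization and with array weights.

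Between WT and Lmo2-/- HE1, Fig. 2B shows about 250 genes, read by eye, and 415 passed here. With a pseudocount of 0.1 (315), no filter (300), quantile normalization (212) and median rescaling (339) the value was within 1.5 times, and not with an FPKM of at least 10 before the test, no FPKM criterion, the groups alone, no trend, array weights or the replicate block. The authors' deposited table gives 248 with an FPKM above 10 in any condition of the figure. Between the Lmo2-/- stages, Fig. 2B shows about 990 genes, read by eye, and 2707 passed here. Quantile normalization (1248), the groups alone (1109) and array weights (976) came within 1.5 times, and the other alternatives set before the data were examined did not. The authors' deposited table gives 996 with the same criterion.

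The paper gives 826 genes over the Flk-1+ comparisons; here 2 passed. Fig. 3C shows about 420 genes, read by eye, between WT and Tal1-/- and about 420 between Lmo2-/- and Tal1-/-, where 0 (843 at an unadjusted p below 0.05) and 2 passed. None of the alternatives set before the data were examined closed these gaps. The authors' deposited table, without an FPKM criterion, gives 823, 417 and 420.

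The paper states that most of the genes that differ between WT and Lmo2-/- Flk-1+ cells are not expressed in HE1. Of those called in the authors' deposited table, 4.31 percent had a mean FPKM below 1 in both HE1 groups, and 29.3 percent had one below 10. The paper states that genes of endothelial fate were higher in Lmo2-/- Flk-1+ cells. Here the endothelial list had a median log2 fold change of -0.44. The paper's statement rests on gene ontology enrichment in a cluster of its called genes. The list median is another measure over other genes, so both can hold. The paper lists Erg among the factors lower in Lmo2-/- Flk-1+ cells; its log2 fold change was -1.65 here with overlapping libraries, and its q in the authors' deposited table was 0.345, against 0.00114 for T, Eomes, Gata2, Fli1 and Tal1. The paper places Rxra and Runx1t1 in a cluster that was not upregulated in Lmo2-/- HE1; from WT to Lmo2-/- HE1 the log2 fold changes of Rxra and Runx1t1 were 1.73 and 2.80, neither called; the limma adjusted p of Runx1t1 ran from 0.0334 to 0.547 over the alternatives, and its q in the authors' deposited table was 0.0239. From Lmo2-/- Flk-1+ cells to HE1 they rose by 2.13 and 3.41 on the log2 scale (limma adjusted p = 0.0359, from 0.0124 to 0.222 over the alternatives, and 0.00374, from 0.00136 to 0.0692).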

Other observations

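The counts of other splits of the libraries were planned; every other test in this part was chosen only after the result was seen.

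For each pair of Flk-1+ groups the 6 libraries can be split into 3 and 3 in 10 ways, so the share of splits is never under 10 percent and these counts cannot tell the groups from a random split. Between WT and Lmo2-/- all 10 splits gave at least as many genes as the real one, which gave 0 (307 at an unadjusted p below 0.05); 5 other splits gave more genes at an unadjusted p below 0.05, up to 692. Between WT and Tal1-/- all 10 did, and 1 other split gave more genes at an unadjusted p below 0.05 than the real one (1019 against 843). Between Lmo2-/- and Tal1-/- 2 of the 10 gave at least 2 genes, the real one included. Of the 10 splits, 4 part every same-numbered pair; of these the real one gave 307 genes at an unadjusted p below 0.05 between WT and Lmo2-/- against 229, 598 and 692, 843 between WT and Tal1-/- against 359, 319 and 466, and the most adjusted ones between Lmo2-/- and Tal1-/-.

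Same-numbered WT and Lmo2-/- Flk-1+ libraries deviated in opposite directions. Batches shared under shifted numbers could give this. If WT is paired with Tal1-/- by number and with Lmo2-/- by the crossed pairs, a pairing of Lmo2-/- with Tal1-/- follows, and it ranked 1 of the 6 possible ones (mean correlation 0.0926). A rank of 1 comes up by chance in 1 of 6 cases, so this cannot be told from chance. In the crossed pairs Tal1 fell from 37.4 to 29.0, from 25.6 to 6.64 and from 22.0 to 6.51 FPKM. All 3 pairs had the same direction in 28.0 percent of genes under the crossed pairing and 18.4 percent under the numbers, a difference that follows from how the pairs were chosen.

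Tal1 in Lmo2-/- Flk-1+ replicate 1 lay within the WT range. A mixture with WT cells is unlikely: Tal1 would need 103 percent of WT signal, but Fli1 would need -1.24 percent, Lmo2 18.0 percent, Gata2 47.2 percent and T 71.4 percent, so these genes would need different shares. No biological explanation was tested.

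Lmo2 was lower in WT HE1 replicate 0 (4.30 FPKM) than in Lmo2-/- HE1 replicate 0 (6.42 FPKM). WT HE1 replicate 0 had a correlation of 0.874 with the other WT HE1 library and at most 0.830 with the Lmo2-/- HE1 libraries, which speaks against mislabelling of that library. Lmo2-/- HE1 replicate 0 had its highest correlation, 0.841, with a WT HE1 library and 0.776 with its own replicate, as a mislabelled library could, but replicate 1 correlated less with every other HE1 library. Over all 13802 tested genes, the differences of replicate 0 from 1 WT HE1 library correlated with those of replicate 1 from the other (0.181 and 0.232 in the 2 pairings), which would be near 0 if replicate 0 were a WT library. This speaks against it, though the correlations are low.

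Of the genes called between Lmo2-/- and Tal1-/- Flk-1+ cells in the authors' deposited table with an FPKM above 10, 82.5 percent were higher in Tal1-/-. The way the genes were called may contribute. Among the genes with an unadjusted p below 0.05 and a mean FPKM above 10 in the limma fit, 47.9 percent were higher. These are not the same choice of genes, and many of them may differ by chance. The share of genes near TAL1 peaks may then reflect a general excess of calls higher in Tal1-/-: among the called genes not near a peak 80.1 percent were higher, without an FPKM criterion.

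The paper's share of 69 percent of genes that differ between Flk-1+ cells and HE1 may come from an FPKM criterion on a part of the genes. With the criterion on the genes between Flk-1+ cells and HE1 alone, the authors' deposited table gives 69.6 percent.

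At peaks of LMO2 and TAL1 without LDB1, over 735 nearest genes, Spearman's rho between the LMO2 signal and the log2 fold change from WT to Lmo2-/- was -0.151 in Flk-1+ cells (permutation test, two-sided, p = 2e-05, adjusted over the 2 comparisons 4e-05) and -0.0482 in HE1 (p = 0.191). This is across genes, which are not independent replicates.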
